# Knockdown of deleterious miRNA in progenitor cell–derived small extracellular vesicles enhances tissue repair in myocardial infarction

**DOI:** 10.1126/sciadv.abo4616

**Published:** 2023-03-03

**Authors:** Hyun-Ji Park, Jessica R. Hoffman, Milton E. Brown, Sruti Bheri, Olga Brazhkina, Young Hoon Son, Michael E. Davis

## Abstract

Small extracellular vesicles (sEVs) play a critical role in cardiac cell therapy by delivering molecular cargo and mediating cellular signaling. Among sEV cargo molecule types, microRNA (miRNA) is particularly potent and highly heterogeneous. However, not all miRNAs in sEV are beneficial. Two previous studies using computational modeling identified miR-192-5p and miR-432-5p as potentially deleterious in cardiac function and repair. Here, we show that knocking down miR-192-5p and miR-432-5p in cardiac c-kit^+^ cell (CPC)–derived sEVs enhances the therapeutic capabilities of sEVs in vitro and in a rat in vivo model of cardiac ischemia reperfusion. miR-192-5p– and miR-432-5p–depleted CPC-sEVs enhance cardiac function by reducing fibrosis and necrotic inflammatory responses. miR-192-5p–depleted CPC-sEVs also enhance mesenchymal stromal cell–like cell mobilization. Knocking down deleterious miRNAs from sEV could be a promising therapeutic strategy for treatment of chronic myocardial infarction.

## INTRODUCTION

Ischemic heart diseases, including myocardial infarction (MI), are a leading cause of global death with an estimated 17.9 million deaths in 2019 alone (*1*). MI results in irreversible damage to the myocardium and leads to various complications as a result of impaired cardiovascular function (*2*). The lack of oxygen supply induces death of the ischemic tissue and eventually leads to heart failure. Now, the only cure for heart failure is transplantation, which is limited by donor availability and rejection. Over the past two decades, cell therapy has emerged as a potential approach for repair of the myocardium. Several adult stem and progenitor cell types have previously been tested in patients with MI, cardiomyopathies, and cardiac arrythmia (*3*–*7*). Recent evidence indicates that cell therapy showed beneficial effects following MI, albeit with modest benefits (*8*–*11*).

Originally, it was thought that cell therapy worked through direct replacement of the myocardium via regeneration. A number of studies have demonstrated compelling evidence that this does not occur (*12*, *13*). More recent work has demonstrated that cardiac cell therapy functions via paracrine signaling, or the release of soluble factors (*14*, *15*). In particular, transplanted cells release extracellular vesicles (EVs) loaded with various potentially beneficial cargo molecules. Small EVs (sEVs), including exosomes, are between 30 and 150 nm and are formed via exocytosis (*16*). During sEV biogenesis, cells load nucleic acids, proteins, and other molecules into the vesicle and release the vesicle into the extracellular space, where it may be internalized by neighboring cells. In this manner, sEVs play a critical role in cell therapy by delivering molecular cargo and mediating intercellular or interorgan signaling (*17*). The beneficial effects of sEV have been largely attributed to cargo microRNA (miRNA): short noncoding RNA that binds mRNA and induces degradation (*18*). For example, previous work demonstrated that sEV miRNA-21 exerts an antiapoptotic effect and restores cardiac function after MI (*19*).

Furthermore, sEV miRNA cargo is highly variable, and RNA sequencing (RNA-seq) and computational approaches are used to understand the importance of certain miRNAs under various conditions. Our group and others have shown that partial least squares regression (PLSR) modeling can be used to understand how sEV miRNA cargo covaries with functional effects (*20*–*22*). By using previously published data from our group, we identified the most important sEV miRNAs for angiogenesis, fibrosis, and left ventricular ejection fraction (EF) responses by calculating and ranking variable importance in projection (VIP) scores for each miRNA (*20*, *21*). From both studies’ top 50 sEV miRNA VIP lists, we identified miR-192-5p and miR-432-5p as potentially deleterious to cardiac repair.

In this study, we demonstrate that knockdown of sEV miR-192-5p or miR-432-5p, identified from previous computational modeling, enhances the therapeutic potential of cardiac c-kit^+^ cell (CPC)–derived sEVs. sEVs with reduced miR-192-5p or miR-432-5p levels can efficiently reduce fibrosis, regulate macrophage plasticity in ischemic hearts, and recruit bone marrow–derived mesenchymal stromal cells (MSCs). Moreover, intramuscular delivery of the modified sEVs improved cardiac function in a rat model of coronary artery ligation. Last, we identified the molecular mechanisms of miR-192-5p– and miR-432-5p–depleted sEVs on inflamed cardiac fibroblasts and immune cells with RNA-seq. Our results highlight the potential of miRNA inhibition in sEVs, which could be an overlooked strategy for the treatment of cardiac disease.

## RESULTS

### Target miRNAs, miR-192-5p and miR-432-5p, are selectively depleted in sEVs

In two previous studies, our group used computational modeling to identify CPC-sEV miRNAs that contributed the most to both in vitro and in vivo cardiac repair models (*20*, *21*). Among each study’s top 50 miRNAs highly connected to the processes of angiogenesis, fibrosis, and improvement of left ventricular EF, we determined that the two miRNAs, miR-192-5p and miR-432-5p, were deemed important in both studies (Fig. 1 and table S1). To further understand the biological context of miR-192-5p and miR-432-5p, we then used miRTarBase to determine their known gene targets. We found 1057 and 174 putative gene targets of miR-192-5p and miR-432-5p, respectively, 26 and 3 of which had been experimentally validated by at least three methods (table S2). Furthermore, the gene ontology (GO) term enrichment showed that miR-192-5p targets are related to cell cycle, proliferation, apoptosis, immune responses, microtubule process, and vascular development, whereas miR-432-5p targets are related to vesicular transport, metabolism, cell proliferation, and adhesion (Fig. 1B and fig. S1). Our previous studies suggested that miR-192-5p and miR-432-5p are potentially deleterious to cardiac repair; thus, we knocked down the expression of these two miRNAs in sEVs and further studied their mechanisms and therapeutic potential through RNA-seq and experimental methods using in vitro and in vivo models.

**Fig. 1.**
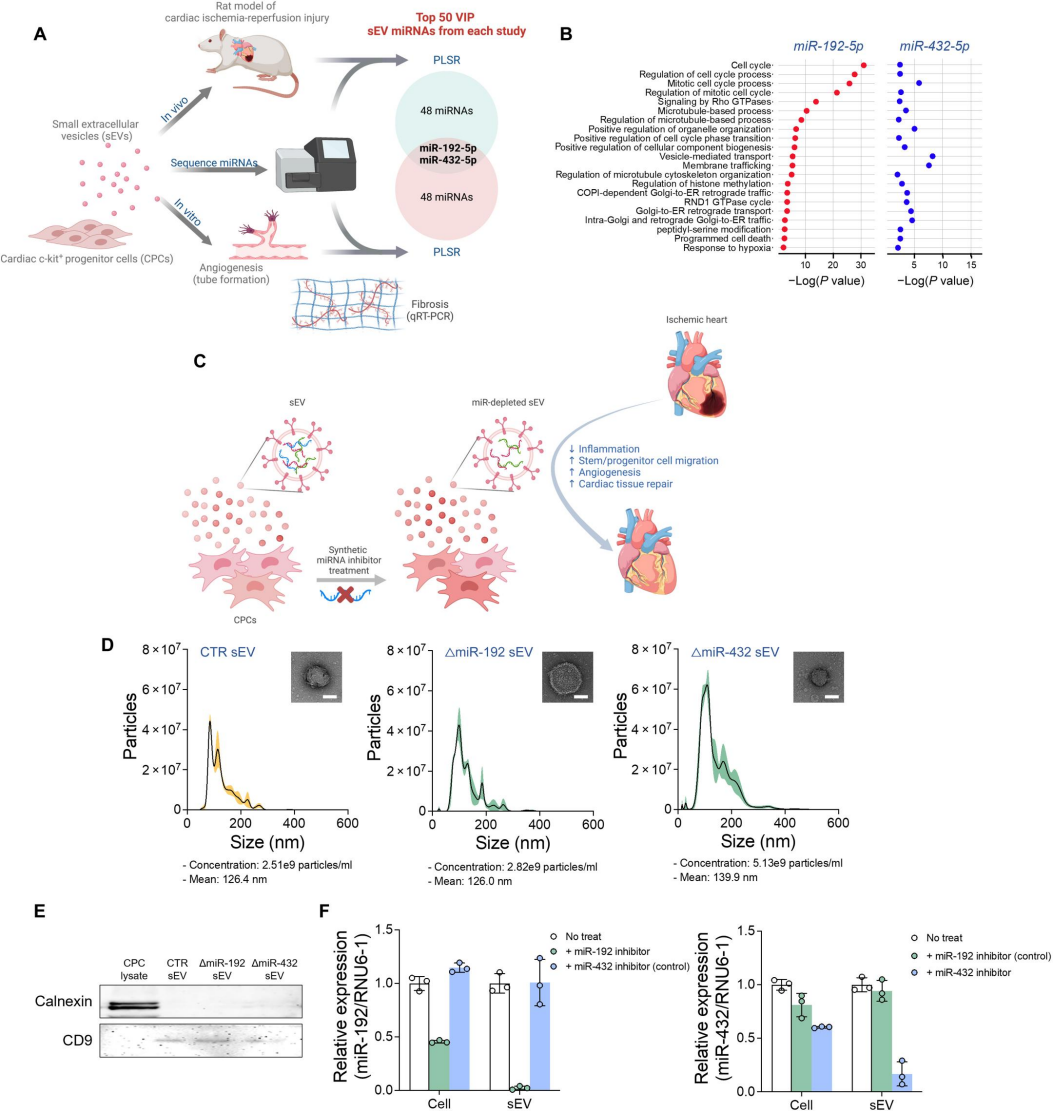
Human CPC-sEV composition and miRNA content were not altered by miR-192-5p and miR-432-5p depletion. (**A**) Venn diagram of top 50 most influential miRNAs identified from previously published studies (*20*, *21*). miR-192-5p and miR-432-5p were identified from the intersection of the two independent studies using computational models to link CPC-sEV miRNA to cardiac repair in in vitro and in vivo models. (**B**) Biological pathway enrichment of miR-192-5p and miR-432-5p gene targets. (**C**) Schematic illustration of miRNA knockdown in sEVs produced from synthetic miRNA inhibitor–treated CPCs. (**D**) Nanoparticle tracking analysis and TEM imaging of sEVs with and without inhibitor treatment. Inserted images placed in the top right of each graph showed the corresponding sEVs. (**E**) Western blot of tetraspanin 9 and calnexin from CPC and sEV lysate, with and without inhibitor treatment. (**F**) Relative expression of miR-192-5p and miR-432-5p from CPCs and their sEVs with and without inhibitor treatment.

We depleted mature miRNA expression in CPC-sEVs by treating parent CPCs with either a synthetic miR-192-5p or miR-432-5p inhibitor (Fig. 1C). sEVs were isolated by sequential ultracentrifugation from the supernatant of CPCs grown in serum-free medium for 24 hours after miRNA inhibitor treatment. Preparations had a median size (120 to 140 nm), consistent with sEVs (Fig. 1D). As expected, the sEV marker tetraspanin CD9 was detected in sEVs, but the endoplasmic reticulum protein calnexin was not present in these preparations (Fig. 1E). We evaluated relative miRNA expression levels in sEVs and cells by quantitative reverse transcription polymerase chain reaction (qRT-PCR), normalizing to U6 small nuclear 1 (RNU6-1) (Fig. 1F). Although the inhibitors were treated to the cells and not directly to sEVs, the miRNA levels in sEVs (<4% of miR-192-5p expression and <20% of miR-432-5p expression compared to sEVs without inhibitor treatment) were much lower than those in cells (<50% of miR-192-5p expression and <65% of miR-432-5p expression compared to cells without inhibitor treatment), indicating that the intracellular delivery of the inhibitor reduces miR-192-5p and miR-432-5p levels in subsequently released sEVs.

### miR-192-5p– or miR-432-5p–depleted sEVs improve in vitro therapeutic efficacy

We sought to test whether miR-192-5p– or miR-432-5p–depleted sEVs could improve in vitro outcomes related to cardiac repair. GO enrichment analyses of miRNA target genes suggested that depletion of miR-192-5p has more anti-inflammatory and proangiogenic potential, whereas depletion of miR-432-5p has a more antifibrotic potential (Fig. 1B and fig. S1).

To investigate the effects of miR-192-5p–depleted sEVs (ΔmiR-192 sEV) or miR-432-5p–depleted sEVs (ΔmiR-432 sEV), we treated various cardiac cells with the altered sEVs. First, the antifibrotic effect of ΔmiR-192 sEV and ΔmiR-432 sEV was investigated on rat cardiac fibroblasts (RCFs). RCFs were pretreated with sEVs and activated by transforming growth factor–β (TGF-β) to mimic the fibrotic environment of tissue injury (*23*). sEV pretreatment significantly reduced *Col1a1*, *Col3a1*, and *Ctgf* expressions in TGF-β–stimulated RCFs compared to those without sEV pretreatment (Fig. 2A). Furthermore, while there were no differences in untreated and control (CTR) sEV–treated RCFs, ΔmiR-192 sEV and ΔmiR-432 sEV treatment significantly reduced *Col1a1*, *Col3a1*, and *Ctgf* expression in inflamed RCFs. In particular, miR-432 depletion significantly decreased *Col1a1* expression compared to CPC-derived sEVs (CTR sEV). In addition, we examined the anti-inflammatory effect of altered sEVs on monocytes in vitro. Overall, inflammatory gene expression (*IL-6* and *IL-8*) in tumor necrosis factor–α (TNF-α)–induced human monocytes was decreased by altered sEV treatment (Fig. 2B). Specifically, ΔmiR-192 sEV treatment, but not ΔmiR-432 sEV treatment, significantly decreased *IL-6* expression compared to no sEV treatment and CTR sEV treatment groups (0.48 ± 0.08, 0.77 ± 0.07, 0.95 ± 0.07, and 0.91 ± 0.21, respectively). Notably, these in vitro experimental results reflect our GO enrichment analyses: ΔmiR-192 sEV treatment significantly reduced proinflammatory cytokine expression, whereas ΔmiR-432 sEV treatment more effectively reduced fibrotic gene expression.

**Fig. 2.**
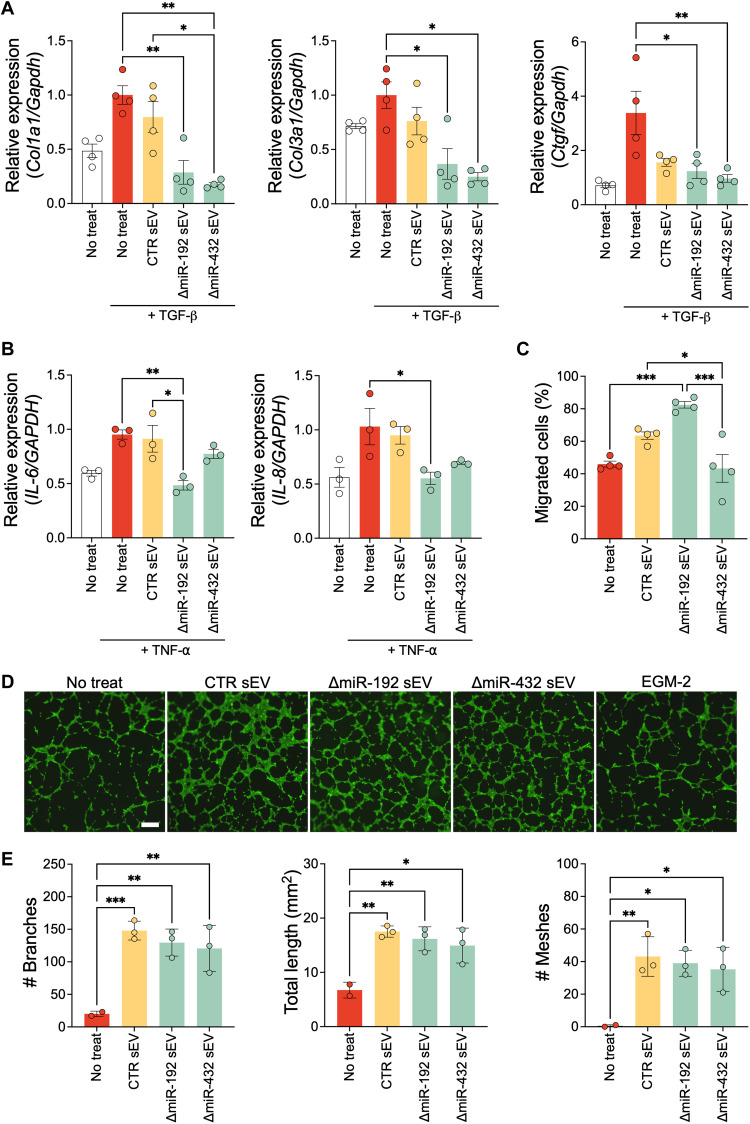
CPC-sEVs affect biological functions of various cardiac cells in vitro. (**A**) Fibrotic gene (*Col1a1*, *Col3a1*, and *Ctgf*) expression in RCFs 24 hours after sEV treatment. RCFs were activated with TGF-β 12 hours after sEV treatments. (**B**) Proinflammatory gene (*IL-6* and *IL-8*) expression in THP-1 monocytes 24 hours after sEV treatment. THP-1 monocytes were activated by TNF-α 12 hours after sEV treatments. (**C**) Percentage of migrated hMSCs over total cells seeded 24 hours after sEV treatment. (**D**) Representative images of rat CECs on Matrigel. (**E**) Quantification of number of branches, total length of the tube, and number of meshes measured by Fiji software. *P < 0.05, **P < 0.01, and ***P < 0.001.

In addition to investigating altered sEV anti-inflammatory and antifibrotic effects, we also examined sEV effects on MSC migration. MSCs contribute to angiogenesis and tissue repair by recruiting endogenous epithelial cells and regulating inflammatory cells (*24*, *25*). To investigate the effect of sEV on MSC mobilization, we performed an in vitro cell migration assay using a Boyden chamber system (Fig. 2C). We generated an sEV gradient with 8-μm transwell insert (MSCs seeded on the apical side and 20 μM sEV in the basolateral compartment) and measured MSC migration to the basolateral side of the membrane. We found that ΔmiR-192 sEV, but not CTR sEV and ΔmiR-432 sEV, facilitated the cell migration (45.97 ± 3.62%, 63.46 ± 4.58%, 82.40 ± 4.00%, and 43.30 ± 17.02% in No treat, CTR sEV, ΔmiR-192 sEV, and ΔmiR-432 sEV groups, respectively) (Fig. 2C).

Last, the angiogenic effects of the different sEVs on rat cardiac endothelial cells (CECs) were investigated using a tube formation assay. All sEV treatment groups significantly enhanced CEC total tube length, number of branches, and number of meshes (Fig. 2, D and E). However, there were no notable improvement in tube formation in altered sEV groups, in comparison to CTR sEV.

### RNA-seq reveals the downstream effects of miR depleted sEVs

To understand the downstream effects and potential mechanisms of action of ΔmiR-192 and ΔmiR-432 sEVs, we treated fibroblasts and monocytes with sEVs or miRNA inhibitors and measured recipient cell gene expression with RNA-seq (fig. S2). Specifically, for RCFs, we pretreated with sEVs or miRNA inhibitors, stimulated the cells with TGF-β to induce fibrosis, and examined differentially expressed genes (DEGs). 

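The RCF libraries are total RNA from rat cardiac fibroblasts in 6 groups of 3 replicates: no treatment, CTR sEV, ΔmiR-192 sEV, ΔmiR-432 sEV, and the miR-192-5p and miR-432-5p inhibitors. For its fibrosis assay in these cells, the paper gives sEVs at 20 μg/ml for 12 hours and then TGF-β at 10 ng/ml for another 12 hours. The paper's text does not say whether the no-treatment cells received TGF-β. The authors aligned the reads to the rat genome with STAR and deposited the number of reads counted on each gene, without normalization. The table lists 17307 genes and 2 further entries, for reads outside genes and for reads that fit several genes. In the 17 libraries the paper used, the first of these entries took 60.2% to 63.4% of all counts and the other 0.196% to 0.218%, and both were left out here. Counts on genes then ranged from 4521602 to 5905055 per library, with a median of 5135115. The CTR sEV libraries had a median of 5272828 counts, the ΔmiR-432 sEV libraries a median of 5591251, and the 2 ΔmiR-192 sEV libraries 4730361 and 4747172. The ΔmiR-192 sEV replicate 2, which the paper excluded as an outlier by multidimensional scaling, is in the table with 2940399 counts on genes and 74.2% of its counts outside genes. Values are for the paper's 17 libraries unless stated. For some of them the value with all 18 is added, and others that differ are not printed. Genes with 0 counts in all 17 libraries, 1100 of them, were removed, and the HTSFilter procedure, coded from its description, kept the 9193 genes with a normalized count above 18.0 in at least 1 library. Counts were normalized with edgeR's trimmed mean of M values, and 1 quasi-likelihood model was fitted to the 6 groups, with a common biological coefficient of variation of 0.0613. The study criteria are those of the paper, a fold change above 1.5 in either direction and an unadjusted P value under 0.05. Adjusted P values are Benjamini-Hochberg adjusted over all genes tested.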

First, we determined with multidimensionally scaling that RCFs treated with sEVs clustered separately from cells treated only with the miR inhibitors, with samples separating across the first dimension (Fig. 3A). Furthermore, we found that RCFs treated with CTRsEVs cluster most similarly with cells treated with ΔmiR-192 sEVs. 

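Distances between libraries were computed from the 500 genes that differed most between each pair. The first dimension held 27.1% of the variance and the second 12.0%. The 8 libraries of sEV-treated RCFs lay between −0.70 and 0.25 on the first dimension, and the 6 libraries of inhibitor-treated RCFs between −0.06 and 0.63. The ranges overlapped, with a gap of −0.30 from ΔmiR-192 sEV replicate 1, the highest sEV library, to miR-192-5p inhibitor replicate 3, the lowest inhibitor library. The pooled SD within groups was 0.195. On the second dimension the inhibitor libraries lay between −0.37 and −0.02, and the sEV libraries between −0.20 and 0.28. The first dimension minus the second parted them, with the inhibitor libraries between 0.31 and 0.65 and the sEV libraries between −0.51 and −0.03, a combination chosen after the positions were seen. The gap on the first dimension was −0.28 with all 18 libraries and −0.69 with 100 genes for each pair, the setting that moved it most, and −0.06 without ΔmiR-192 sEV replicate 1. Tested gene by gene, 586 genes differed between the inhibitor and the sEV libraries at an adjusted P value under 0.05, with 270 higher and 316 lower with the inhibitors. With all 18 libraries 112 genes passed, and with only the compared groups in the model 933. Leaving out each library in turn gave 389 to 609 genes, the lowest without miR-192-5p inhibitor replicate 1. *Cxcl1*, which encodes a chemokine, had the smallest P value of the lower genes. Its level was 312 ± 25.1 cpm with the inhibitors (SD, n = 6) and 911 ± 96.2 cpm with sEVs (SD, n = 8), a log2 fold change of −1.56 (standard error 0.04, edgeR adjusted P = 8.2e-20). The chemokine genes *Ccl2* and *Ccl7* followed, with log2 fold changes of −1.82 and −1.68. The 3 higher genes with the smallest P values, *Gpnmb*, *Hmox1* and *Islr*, had log2 fold changes of 0.74, 0.62 and 0.63.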

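The mean distance on the same scale was 0.800 ± 0.054 (SD over 6 pairs of libraries) between the CTR sEV and ΔmiR-192 sEV libraries and 0.852 ± 0.124 (SD over 9 pairs) between the CTR sEV and ΔmiR-432 sEV libraries. The difference of 0.052 was smaller than the spread between pairs. The 3 CTR sEV libraries lay 0.725 apart on average, the 2 ΔmiR-192 sEV libraries 0.838 and the 3 ΔmiR-432 sEV libraries 0.880. The CTR sEV and no-treatment libraries lay 0.822 ± 0.075 apart. When the excluded library was added, the CTR sEV libraries lay nearer to the ΔmiR-432 sEV libraries, with a difference of −0.61. Leaving out each library in turn gave differences from −0.02 to 0.10. These distances are not those in the plane of the plot, where the paper saw the clusters. On its first dimension the CTR sEV libraries lay between −0.13 and 0.03, and the ΔmiR-192 sEV libraries at −0.06 and 0.25. The ΔmiR-432 sEV libraries lay at −0.70, −0.38 and −0.08 and reached farthest from CTR sEV. The no-treatment libraries lay between −0.355 and 0.19.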

Differential expression analysis of RCFs revealed that few genes were differentially expressed in cells pretreated with the sEV groups (55 genes CTR sEV versus ΔmiR-192 sEV, 70 genes CTR sEV versus ΔmiR-432 sEV) (Fig. 3, B and C). Furthermore, genes up-regulated in ΔmiR-192 sEVs, as compared to CTR sEV, were enriched in nuclear factor κ-light-chain enhancer of activated B cells (NF-κB) signaling and vesicle cytoskeleton trafficking. 

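By the study criteria, 56 genes differed between ΔmiR-192 sEV and CTR sEV in RCFs, 23 higher and 33 lower with ΔmiR-192 sEVs. Between ΔmiR-432 sEV and CTR sEV, 71 genes differed, 22 higher and 49 lower. These are 0.609% and 0.772% of the genes tested. No gene had an adjusted P value under 0.05 in either comparison, and the smallest adjusted P values were 0.492 and 0.330. An unadjusted P value under 0.05 was reached by 891 genes with ΔmiR-192 sEVs and 783 with ΔmiR-432 sEVs, where an even spread of P values gives 460. Between CTR sEV and no treatment, 0 genes had an adjusted P value under 0.05 and 567 an unadjusted one. In simulated counts at this depth, the same test found 200 of 200 genes changed by a factor of 2 in the ΔmiR-432 sEV libraries. The changed genes were drawn only from genes of higher count, and every gene had the same spread. Genes of low count or larger spread were therefore not covered. In a model of all 18 libraries, the alternative that moved the count with ΔmiR-192 sEVs most, 940 genes met the study criteria with ΔmiR-192 sEVs and 40 with ΔmiR-432 sEVs, and 0 genes had an adjusted P value under 0.05, against 1973 and 165 at an unadjusted one. Without a filter on low counts, which moved the count with ΔmiR-432 sEVs most, 228 and 247 genes met the study criteria, and 11 and 79 had an adjusted P value under 0.05. The counts with ΔmiR-432 sEVs rested in part on 1 library: without ΔmiR-432 sEV replicate 3, 143 genes met the study criteria and 21 had an adjusted P value under 0.05. Fitting only the compared groups gave 370 genes that had an adjusted P value under 0.05 with ΔmiR-192 sEVs. Among genes that met the study criteria with every library of the depleted-sEV group on the same side of the CTR sEV mean, *Manea* had the smallest P value of the lower genes with ΔmiR-192 sEVs. It had 4.05 ± 0.0040 cpm (SD, n = 2) against 9.38 ± 1.89 with CTR sEV (SD, n = 3), a log2 fold change of −1.21 (standard error 0.28, edgeR adjusted P = 0.492). The next were *Mtf1* at −0.88 and *Pan2* at −0.65, and the higher genes *Trim34* at 0.60, *Rps19* at 0.85 and *Ephx1* at 0.84. With ΔmiR-432 sEVs, *Hprt1* was lowest in P value, with 4.07 ± 2.04 cpm against 10.4 ± 2.04 with CTR sEV (SD, n = 3 each), a log2 fold change of −1.39 (standard error 0.33, edgeR adjusted P = 0.330). It was followed by *Pp2d1* at −1.09 and *Mex3b* at −0.66, and by *Aph1b* at 1.72, *Kcnj14* at 0.91 and *Thbd* at 0.69 among the higher genes. The highest count of any of these genes in an RCF library was 121, and that of *Aph1b* was 37. *Aph1b* did not meet the criteria when the excluded library was added, and 4 others did not when a library was left out: *Ephx1* without CTR sEV replicate 2 (0.61), *Trim34* (0.47) and *Mex3b* (−0.58) without CTR sEV replicate 3, and *Mex3b* (−0.47) and *Kcnj14* (0.74) without ΔmiR-432 sEV replicate 1. The paper, from its own gene counts under the same criteria, concludes that few genes set the sEV groups apart.

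**Figure D1:**
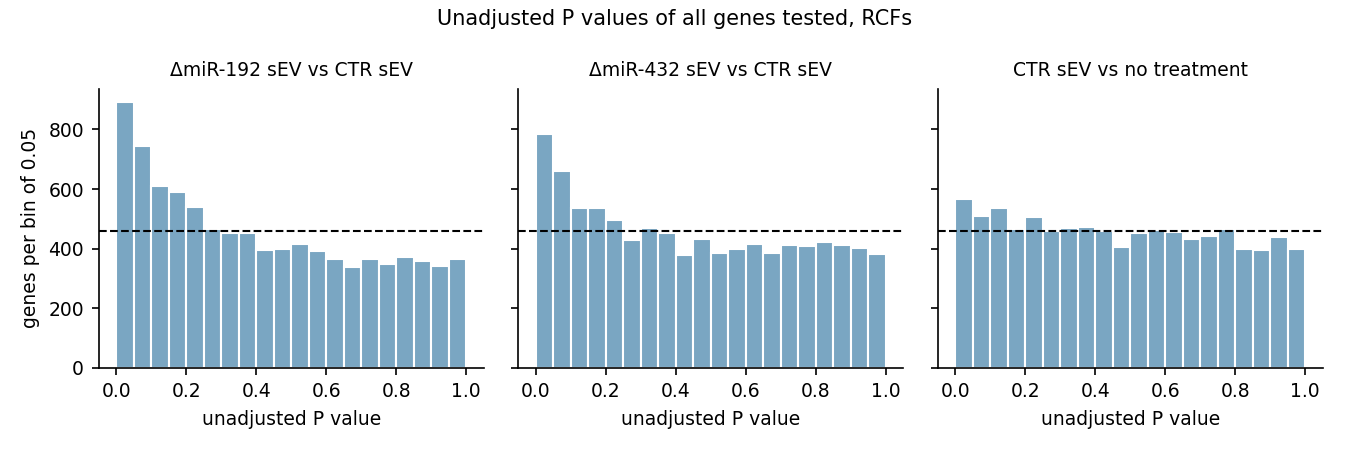
Number of genes (vertical axis) in each bin of 0.05 of the unadjusted P value (horizontal axis) for 3 comparisons of RCF libraries. The dashed line marks the 460 genes per bin of an even spread, and the lowest bins hold 891, 783 and 567 genes.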

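The pathway analysis with Metascape needs that service's online term lists and was not repeated. A list of 50 NF-κB response genes, from 6 lists fixed before the data were examined, was tested in its place with limma's camera, at a preset correlation of 0.01 between genes. Of these genes 32 were tested in RCFs, and their median log2 fold change with ΔmiR-192 sEVs was 0.05, with 17 higher and 15 lower (two-sided limma camera, adjusted P = 0.720 over the 12 set tests of the 6 lists, with an unadjusted value of 0.540). Of the 23 genes that met the study criteria as higher with ΔmiR-192 sEVs, 0 were on the list. So short a list would most often share 0 genes with 23 picked by chance, so this 0 decides nothing. Of the 32 genes, 0 had an adjusted P value under 0.05, over all genes or adjusted over the list alone, and 5 had an unadjusted one. The paper drew its terms from the genes higher with ΔmiR-192 sEVs (Fig. 3D).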

Pathway analysis of genes up-regulated in ΔmiR-432, as compared to CTR sEV, is involved in smoothened signaling pathway and cell surface interactions at the vascular wall (Fig. 3D).

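Of a list of 45 genes of smoothened signaling, 30 were tested in RCFs. Their median log2 fold change with ΔmiR-432 sEVs was 0.04, with 20 higher and 10 lower (limma camera, adjusted P = 0.862, with an unadjusted value of 0.718). Among the 22 genes that met the study criteria as higher, 0 were on this list. A list of 30 tested genes would most often share 0 with 22 picked by chance, so this 0 decides nothing. *Fuz*, the 1 gene of the list that met the study criteria, was lower with ΔmiR-432 sEVs, with a log2 fold change of −0.64 (standard error 0.18, edgeR adjusted P = 0.351). It was named after its values were seen. Over all genes and adjusted over the list alone, 0 genes of the list passed, against 3 at an unadjusted P value under 0.05.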

**Fig. 3.**
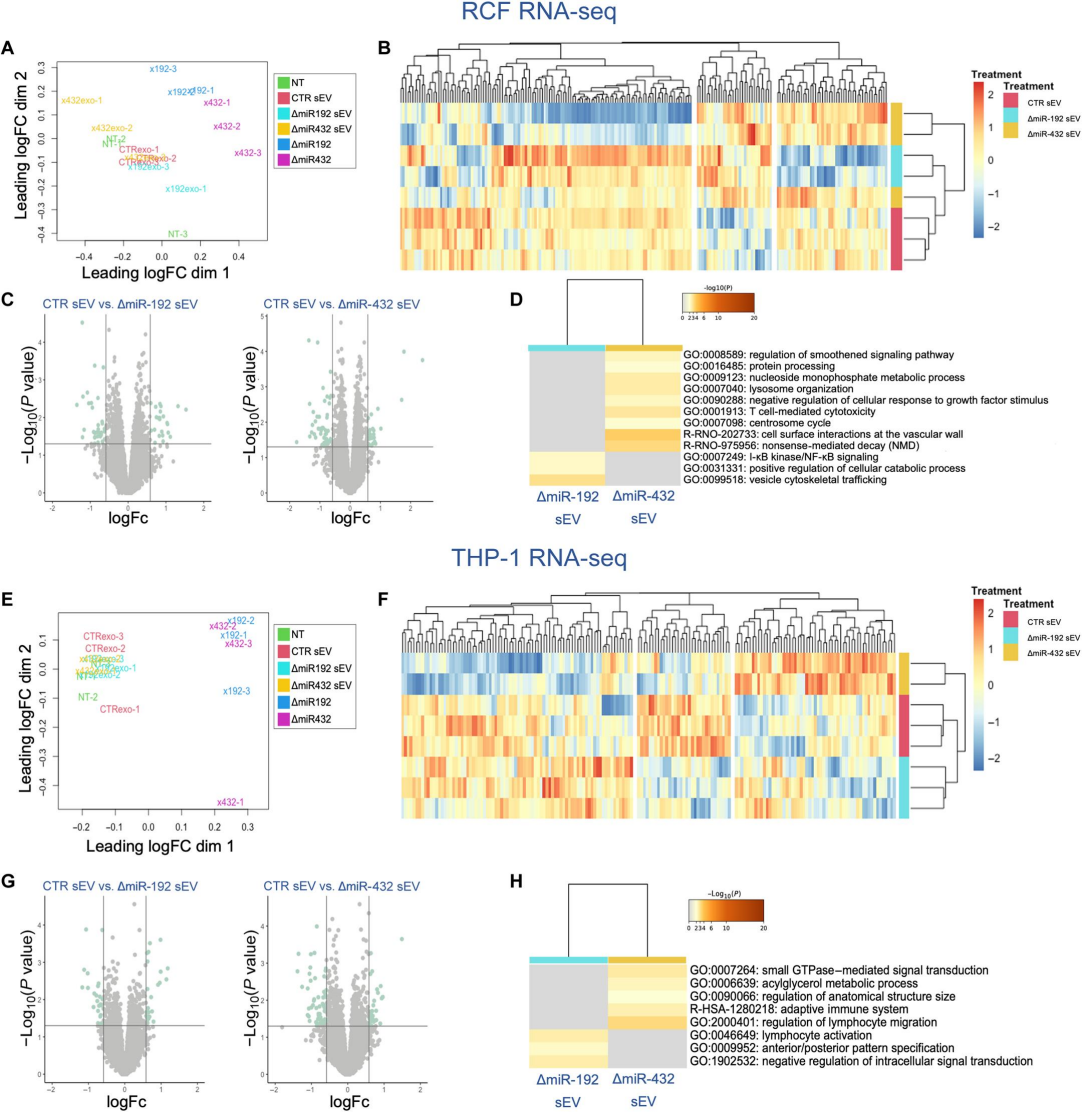
RNA expression in RCF and THP-1 cells was altered by sEV treatment. Multidimensional scaling plot of (**A**) RCFs and (**E**) THP-1 monocytes with and without sEV treatment. Heatmap of differentially expressed RNAs in groups of CTR sEV–, ΔmiR-192 sEV–, and ΔmiR-432 sEV–treated (**B**) RCFs and (**F**) THP-1 monocytes. Volcano plot of differentially expressed RNAs in CTR sEV versus ΔmiR-192 sEV, CTR sEV versus ΔmiR-432 sEV (**C**) RCFs and (**G**) THP-1 monocytes. GO pathway enriched terms from differentially expressed RNAs in (**D**) RCFs and (**H**) THP-1 monocytes.

In addition, we pretreated THP-1 cells with sEVs or miR inhibitors, stimulated the cells with TNF-α to induce inflammation, and examined downstream DEGs with RNA-seq. 

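THP-1 is a human monocytic leukemia cell line. For its inflammation assay the paper differentiates the cells with a phorbol ester at 150 nM and then gives the sEVs, followed by TNF-α at 20 ng/ml. Its text does not say whether the no-treatment cells received TNF-α. The THP-1 libraries have the same 6 groups and 3 replicates as the RCF libraries and were aligned to the human genome. Their table lists counts for 27971 genes, of which 3126 had 0 counts in the 17 libraries the paper used and 11759 passed the same filter, here at a normalized count of 21.1. Reads outside genes took 54.1% to 58.8% of all counts in these libraries, and 5088029 to 6955751 counts per library were on genes, with a median of 6039050. The CTR sEV libraries had a median of 6492187 counts, the ΔmiR-192 sEV libraries of 5574614, and the 2 ΔmiR-432 sEV libraries had 5486541 and 6077145. The library the paper excluded, ΔmiR-432 sEV replicate 3, has 4740108 counts on genes and 63.9% outside them. The common biological coefficient of variation was 0.0575.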

Similar to RCFs, THP-1 cells treated with sEVs clustered separately from cells treated with the miRNA inhibitors (Fig. 3E). 

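On the first dimension, which held 16.7% of the variance in THP-1 cells, the 8 sEV libraries lay between −0.22 and −0.11 and the 6 inhibitor libraries between 0.30 and 0.37. The gap of 0.41 between them was larger than the pooled SD of 0.025 within groups. The no-treatment libraries lay between −0.28 and −0.19, on the side of the sEV libraries. The ranges overlapped in 2 of the alternatives, with gaps of −0.28 in all 18 libraries and −0.45 without a filter on low counts. Between the inhibitor and the sEV libraries, 1205 genes differed at an adjusted P value under 0.05, with 652 higher and 553 lower. The excluded library added, 399 genes did. *APOE*, which encodes a lipid transport protein, had the smallest P value of the higher genes. Its level was 517 ± 51.0 cpm with the inhibitors (SD, n = 6) and 233 ± 13.9 with sEVs (SD, n = 8), a log2 fold change of 1.15 (standard error 0.05, edgeR adjusted P = 1.1e-18). *MMP7* and *CD36* followed at 1.39 and 0.90, and among the lower genes *MSMO1*, *IL1R2* and *TGFBI* at −0.67, −0.69 and −0.61. Of the 28 genes of a list for cholesterol biosynthesis, 25 were tested. All 25 were lower with the inhibitors in the 17 libraries, and 24 were in all 18, with a median log2 fold change of −0.28 in the 17 (limma camera, adjusted P = 8.9e-28, with an unadjusted value of 7.4e-29). Over all genes 19 of them had an adjusted P value under 0.05, and 20 adjusted over the list alone. This call held under limma's fry (adjusted P = 1.7e-07) and with an estimated correlation (limma adjusted P = 1.9e-04). The list of 48 interferon response genes, of which 41 were tested, had a median log2 fold change of 0.08 (limma camera, adjusted P = 0.597, fry unadjusted value of 0.547). The unadjusted camera value was 0.0017 without miR-192-5p inhibitor replicate 2. Of these genes 4 had an adjusted P value under 0.05, over all genes and adjusted over the list alone. In RCFs the same contrast gave a median log2 fold change of −0.04 for 25 cholesterol biosynthesis genes (limma camera, adjusted P = 0.202, fry 0.291). For 25 interferon response genes it was 0.06, with 19 higher and 6 lower (limma camera, adjusted P = 0.349). The adjusted values of that list were 0.0464 under fry and 0.602 with an estimated correlation, so the methods differed. In RCFs 0 genes of either list had an adjusted P value under 0.05, against 2 and 4 at an unadjusted one.

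**Figure D2:**
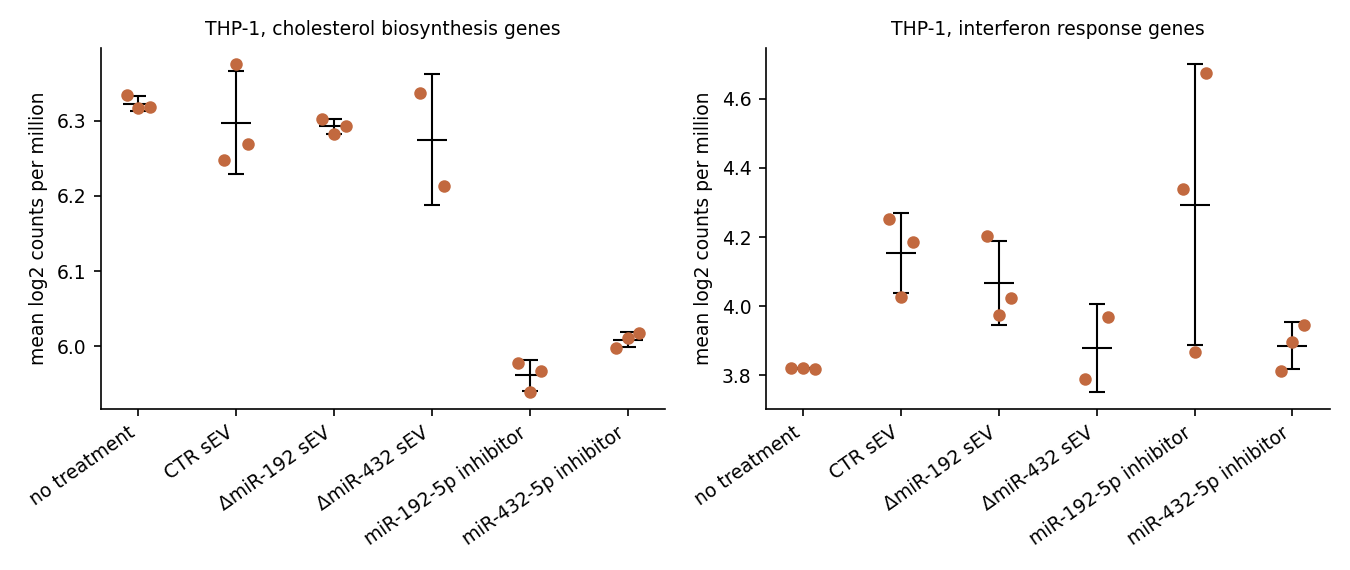
Mean log2 cpm of the cholesterol biosynthesis genes and the interferon response genes (vertical axes) in each THP-1 library (points) by group (horizontal axis), with the mean and SD of each group. The cholesterol biosynthesis means lie between 5.94 and 6.02 in the inhibitor libraries and between 6.21 and 6.37 in the sEV libraries.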

Analysis of THP-1 cells revealed that ~0.5% of genes were differentially expressed between sEV groups (50 genes CTR sEVs versus ΔmiR-192 sEV, 91 genes CTR sEVs versus ΔmiR-432 sEV) (Fig. 3, F and G). 

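By the study criteria, 50 genes differed between ΔmiR-192 sEV and CTR sEV in THP-1 cells, 26 higher and 24 lower, and 91 between ΔmiR-432 sEV and CTR sEV, 33 higher and 58 lower. They make up 0.425% and 0.774% of the genes tested. Neither comparison had a gene with an adjusted P value under 0.05, and the smallest values were 1.00 and 0.689. Unadjusted P values under 0.05 were found for 422 and 589 genes, where an even spread gives 588. For CTR sEV against no treatment the numbers were 0 genes at the adjusted and 476 at the unadjusted threshold. Simulated counts of THP-1 libraries, in which 200 genes were changed by a factor of 2 with ΔmiR-432 sEVs, gave 196 of them back. These genes too were drawn only from genes of higher count, with the same spread for every gene. In all 18 libraries, 39 and 227 genes met the study criteria. There 0 genes had an adjusted P value under 0.05 in either comparison, against 142 and 1417 at an unadjusted one. The setting that moved the counts most was no filter on low counts, with 358 and 400 genes. For ΔmiR-192 sEV, the 6 fits that each left out 1 library gave 69 to 84 genes. *ZNF358* had the smallest P value of the lower genes with ΔmiR-192 sEVs, with 2.25 ± 0.452 cpm against 4.65 ± 0.166 with CTR sEV (SD, n = 3 each) and a log2 fold change of −1.06 (standard error 0.27, edgeR adjusted P = 1.00). By the same rule as in RCFs, the other genes were *CRTC3* at −0.62, *AQP3* at −1.02, *KCNN3* at 0.70, *ANKRD36B* at 0.99 and *CSTF2T* at 0.63. With ΔmiR-432 sEVs, *WDR53* had 24.4 ± 1.52 cpm (SD, n = 2) against 16.2 ± 1.27 (SD, n = 3), a log2 fold change of 0.59 (standard error 0.14, edgeR adjusted P = 0.689). The others were *NACA4P* at 1.50, *PNPLA4* at 0.64, *FAM135B* at −0.85, *OSMR* at −0.91 and *RORB* at −1.35. *WDR53*, *FAM135B*, *OSMR* and *RORB* did not meet the criteria when the excluded library was added, and *WDR53* did not either with filterByExpr, without a filter on low counts, with only the compared groups in the model or without CTR sEV replicate 1 (0.53). Nor did *PNPLA4* without CTR sEV replicate 2 (0.48), *CSTF2T* (0.53) and *CRTC3* (−0.57) without CTR sEV replicate 3, *CSTF2T* without ΔmiR-192 sEV replicate 1 (0.56) and *CRTC3* without ΔmiR-192 sEV replicate 3 (−0.54). From these genes, the paper states what share of all genes differed between the sEV groups.

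**Figure D3:**
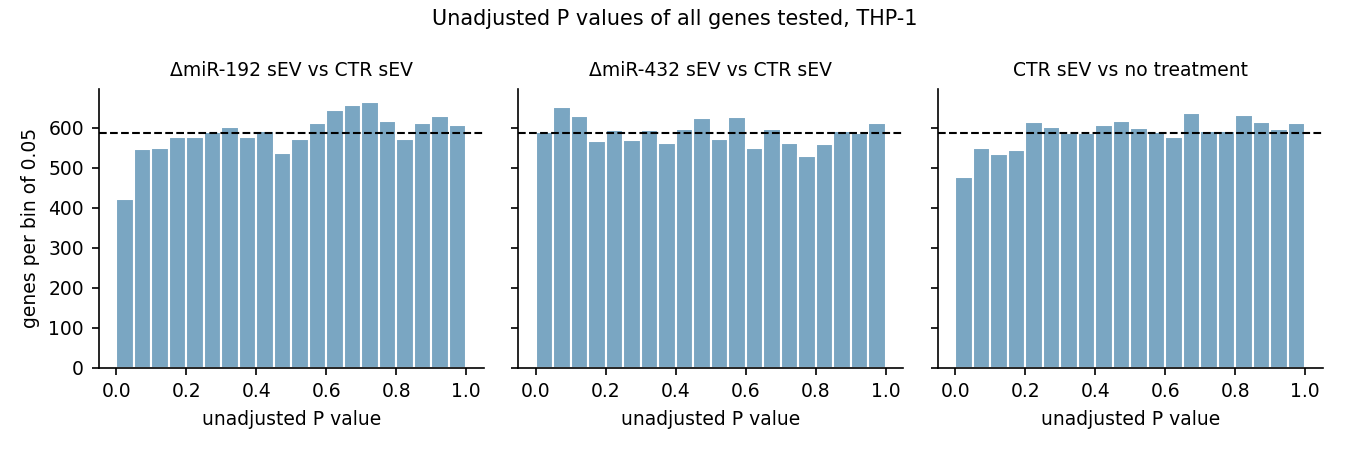
Number of THP-1 genes (vertical axis) in each bin of 0.05 of the unadjusted P value (horizontal axis) for 3 comparisons. The dashed line marks the 588 genes per bin of an even spread, and the lowest bins hold 422, 589 and 476 genes.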

Pathway analysis of these DEGs in THP-1 cells revealed enrichment of immune processes including lymphocyte activation in ΔmiR-192 sEV, and adaptive immune system and regulation of lymphocyte migration in ΔmiR-432 sEV (Fig. 3H). 

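The terms for these genes came from Metascape and were not recomputed. Of the 91 genes that met the study criteria with ΔmiR-432 sEVs, 4 belong to the interferon response list, *EPSTI1*, *IFIT1*, *IFIT5* and *USP18*, and these 4 were lower. They were picked out after their values were seen. *IFIT5* had the smallest P value of them, with a log2 fold change of −0.81 (standard error 0.29, edgeR adjusted P = 0.935). *IFIT1* had 3 and 4 counts in the ΔmiR-432 sEV libraries, and *CXCL10*, the 1 gene of the NF-κB response list among the 91, had 1 and 5, so that the sizes of their changes are uncertain. Of the 50 genes that met the criteria with ΔmiR-192 sEVs, 0 belong to either list.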

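Further lists cover the inflammatory and fibrotic pathways and the targets of the miRNAs. Of 51 fibrosis genes, 39 were tested in RCFs. With ΔmiR-192 sEVs their median log2 fold change was −0.06, with 13 higher and 26 lower (limma camera, adjusted P = 0.0104, with an unadjusted value of 0.00174). For ΔmiR-432 sEVs it was 0.02, with 27 higher and 12 lower (limma camera, adjusted P = 0.195, with an unadjusted value of 0.0487). Under fry the unadjusted values were 0.0906 and 0.289, and with an estimated correlation 0.151 and 0.352, so that the call for ΔmiR-192 sEVs did not hold. Adding the excluded library gave 0.898 for ΔmiR-192 sEVs, and the value for ΔmiR-432 sEVs was 0.409 without CTR sEV replicate 3. Adjusted over the list alone, *Vim* and *Cyr61* had an adjusted P value of 0.0492 with ΔmiR-432 sEVs, with log2 fold changes of 0.24 and −0.23, and 0 genes of the list passed with ΔmiR-192 sEVs. The level of *Vim* was 3154, 2640 and 2381 cpm in ΔmiR-432 sEV replicates 1, 2 and 3, against a mean of 2299 with CTR sEV. Its log2 fold change ranged from 0.13 to 0.32 with each library left out in turn. Over all genes tested, 0 genes of the list passed in either comparison, against 7 with ΔmiR-192 sEVs and 9 with ΔmiR-432 sEVs at an unadjusted P value under 0.05. In THP-1 cells, 48 NF-κB response genes were tested. Their median log2 fold change was −0.0019 with ΔmiR-192 sEVs (limma camera, adjusted P = 0.597) and 0.0081 with ΔmiR-432 sEVs (limma camera, adjusted P = 0.948), with 24 higher and 24 lower in both. Of the 26 miR-192-5p targets of Supplementary Table S2, 25 were tested in THP-1 cells and 19 in RCFs. Their median log2 fold change with ΔmiR-192 sEVs was −0.01 in THP-1 cells (limma camera, adjusted P = 0.597) and −0.01 in RCFs (limma camera, adjusted P = 0.948). Of the miR-432-5p targets in that table, the log2 fold changes with ΔmiR-432 sEVs in THP-1 cells were −0.11 for *RCOR1* (standard error 0.14) and −0.15 for *NES* (standard error 0.26), and both were positive in all 18 libraries. In RCFs that of *Rcor1* was 0.02 (standard error 0.12), and that of *Nes*, which the filter removed, was −0.21 (standard error 0.41) in a model without it. *TLR4*, which the paper's discussion names for miR-432-5p, had log2 fold changes with ΔmiR-432 sEVs of −0.13 in THP-1 cells (standard error 0.29), positive in all 18 libraries, and −0.31 in RCFs (standard error 0.27).

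**Figure D4:**
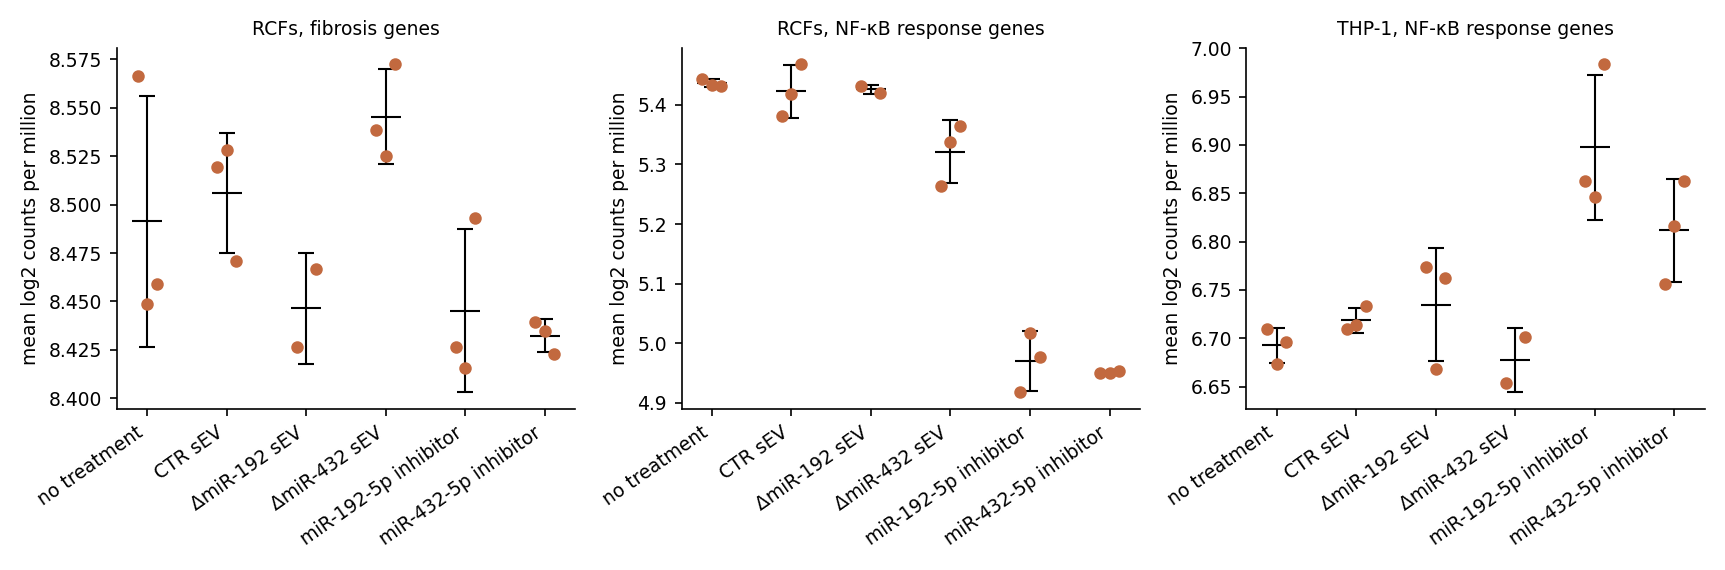
Mean log2 cpm of the fibrosis genes in RCFs and of the NF-κB response genes in RCFs and THP-1 cells (vertical axes) in each library (points) by group (horizontal axis), with the mean and SD of each group. The fibrosis means span 8.42 to 8.57 over all RCF libraries.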

Overall, given our GO analysis of miR-192 and miR-432 gene targets (Fig. 1B and fig. S1) and in vitro results (Fig. 2), we expected to see that ΔmiR-192 sEVs affect inflammatory pathways and that ΔmiR-432 sEVs affect fibrotic pathways.

### Echo-guided injection of altered sEVs improves left ventricular EF and FS in the rat model of cardiac IR

To determine the reparative effects of the modified sEVs, we directly injected sEVs to the ischemic myocardium of male Sprague-Dawley rats 2 weeks following 30-min ischemia-reperfusion (IR) of the left anterior descending coronary artery. All rats received baseline echocardiography and then were randomized to treatment groups 2 weeks following injury in a double-blinded manner. To test sEV retention in the myocardium, DiR-stained sEVs (5 μg/kg) were delivered via echo-guided injection intramuscularly to rats 2 weeks after IR surgery. Radiant efficiency data from the IVIS imaging showed accumulation of sEVs in the heart for all sEV groups at day 7 after sEV injection (Fig. 4, A and B). In addition, there were no notable differences in retention between sEV groups for 14 days (fig. S3).

**Fig. 4.**
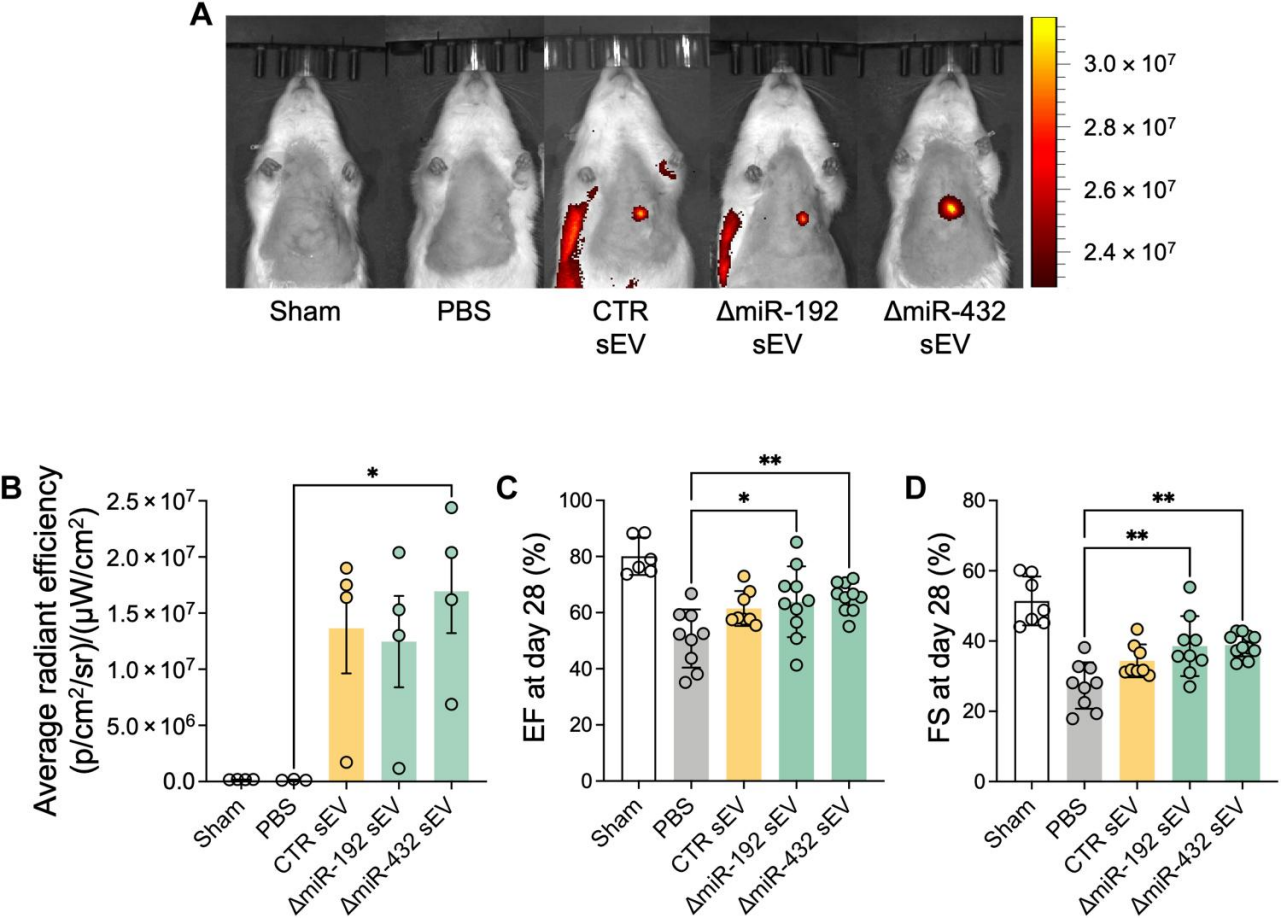
Cardiac function was improved after echo-guided sEV administration to ischemic heart. (**A**) Representative images of in vivo live imaging of sEVs after echo-guided intramyocardial injection into ischemic heart. Fluorescent images of rats shown 7 days after echo-guided myocardial injection of sEVs (5 μg/kg). (**B**) Quantification of average radiant efficiency [(p/s/cm^2^)/(sr/μW/cm^2^)] from the rat heart. (**C**) Left ventricular EF and (**D**) left ventricular FS measured at day 28 after sEV injection. *P < 0.05 and **P < 0.01.

The therapeutic effect of ΔmiR-192 and ΔmiR-432 sEV injection in IR rats was compared with CTR sEV injection by assessing cardiac function. Twenty-eight days after injection, sEV injection led to significant improvement of left ventricular EF and fractional shortening (FS), compared to phosphate-buffered saline (PBS) control (Fig. 4, C and D). ΔmiR-192 and ΔmiR-432 sEV administration improved EF and FS compared to no treatment groups (PBS group). However, there were no statistically significant improvement in altered sEV groups compared to CTR sEV group.

### sEVs improve endogenous stem cell mobilization and attenuate necrotic inflammatory responses after the early onset of cardiac ischemia

To investigate immunomodulatory effects of sEVs, sEVs were injected to cardiac IR rats, and the local inflammatory effect through M2-like macrophage activation in ischemic cardiac muscle was measured after 7 days. Notably, M1-type macrophages secrete proinflammatory cytokines and sterilize damaged tissues, whereas M2-type macrophages secrete anti-inflammatory cytokines and facilitate tissue healing (*26*). Thus, the ratio of M2/M1 macrophages can reveal the stage of tissue repair in the injured tissues. In the normal muscle without ischemic injury (Sham group), few macrophages were observed in muscle tissues (Fig. 5A). In contrast, ischemia substantially promoted infiltration of macrophages between muscle fibers (PBS group). However, injection of sEVs reduced immune cell infiltration, and ΔmiR-192 sEV and ΔmiR-432 sEV treatment showed significant numbers of M2-like macrophage phenotype (iNOS^−^CD63^+^ cells) accounting for around 70% of infiltrated macrophages (69.1 ± 20.4% in the ΔmiR-192 sEV group and 76.1 ± 14.2% in the ΔmiR-432 sEV group) (Fig. 5, B and C). In addition, we further evaluated inflammatory responses of sEVs in early onset of cardiac ischemia using histological analyses (fig. S5). The expressions of TNF-α and reactive oxygen species (ROS) in the left ventricular wall were decreased by sEV treatment, which further decreased to the Sham level by ΔmiR-192 and ΔmiR-432 sEV treatment (29.12 ± 12.83% TNF-α–positive area and 8.36 ± 1.47% ROS-positive area in the PBS group, 14.64 ± 5.27% TNF-α–positive area and 4.42 ± 1.96% ROS-positive area in the CTR sEV group, 4.02 ± 3.01% TNF-α–positive area and 2.17 ± 0.74% ROS-positive area in the ΔmiR-192 sEV group, 8.48 ± 7.46% TNF-α–positive area and 3.84 ± 2.04% ROS-positive area in the ΔmiR-432 TNF-α and sEV group, and 0.98 ± 1.03% TNF-α–positive area and 2.05 ± 2.50% ROS-positive area in the Sham group) (fig. S5, B and C). Overall, these results indicate that miR-192-5p and miR-432-5p depletion in sEVs can reduce local inflammation by modulating macrophage infiltration and selective activation and also prevent tissue necrosis in cardiac ischemia.

**Fig. 5.**
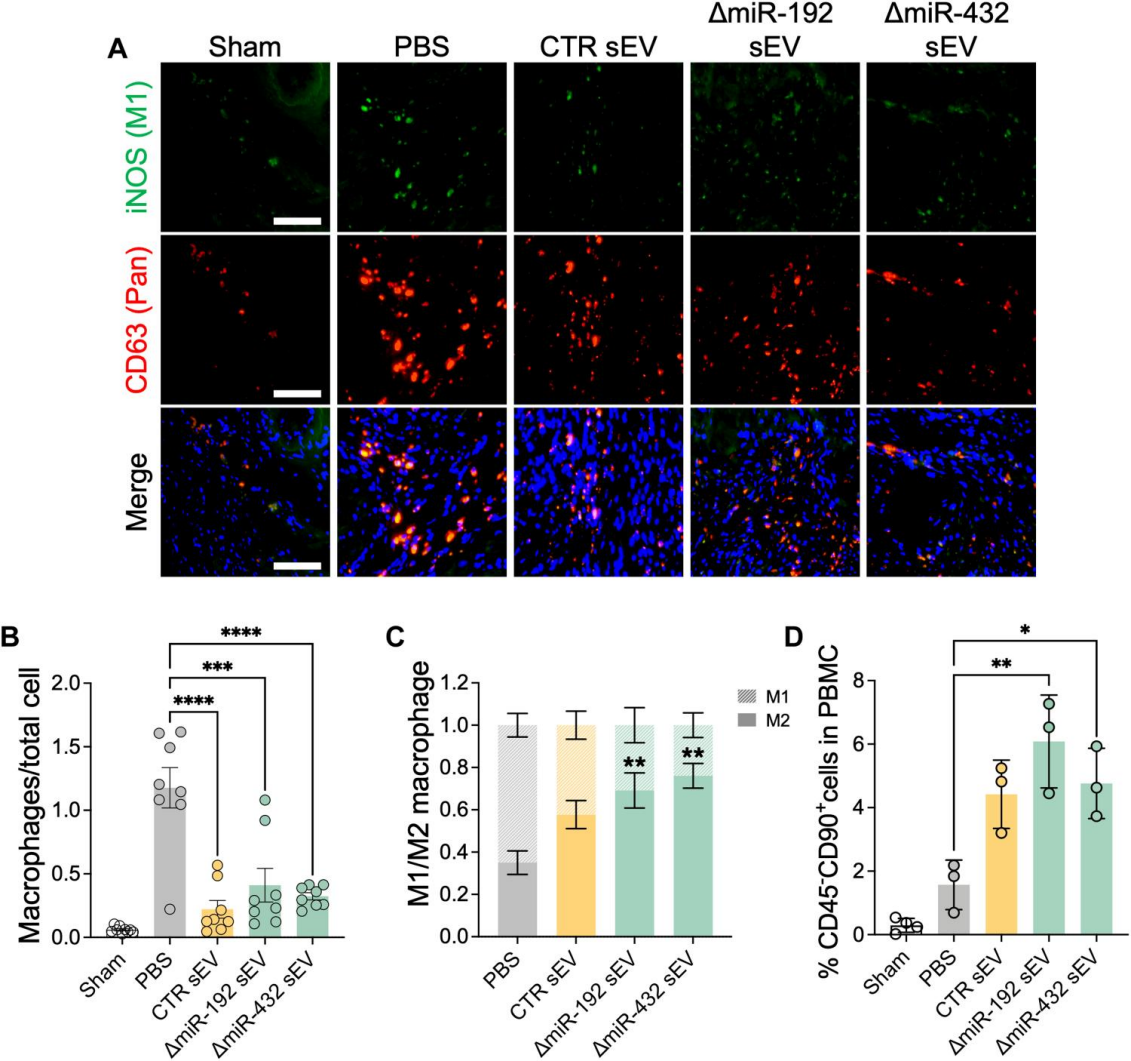
Immunomodulatory effect of sEV attenuated inflammatory responses in cardiac IR rats. (**A**) Immunohistochemical staining of ischemic hearts to detect CD63^+^ total macrophages and iNOS^+^CD63^+^ M1-type macrophages (CD63 for red and iNOS for green staining). Scale bars, 100 μm. (**B**) Quantification of the total number of CD63^+^ macrophages. ***P < 0.001 and ****P < 0.0001. (**C**) Quantification of the ratio of iNOS^−^CD63^+^ cells (M2 type) to iNOS^+^CD63^+^ cells (M1 type) (*n* = 8). **P < 0.01 versus M2 macrophage proportion in the PBS group. (**D**) Blood circulating CD45^−^CD90^+^ cell population (MSC) in total PBMCs from cardiac IR rats. *P < 0.05, **P < 0.01, and ***P < 0.001.

In addition to promoting M2-like macrophages into ischemic cardiac muscle, sEVs could exert their tissue healing effects by increasing stromal cell mobilization from bone marrow to blood circulation during early time points of cardiac remodeling. To determine the effect of sEVs on stem cell mobilization from bone marrow to blood circulation in IR rats, the population of circulating MSCs in peripheral blood mononuclear cells (PBMCs) was analyzed by flow cytometry 7 days after sEV injection. We found no CD45^−^CD90^+^ MSCs in our Sham group. Similar to our in vitro findings, sEV treatment promoted MSC mobilization in rats with IR injury, with ΔmiR-192 sEV treatment increasing PBMC MSC to the greatest extent (Fig. 5D). Overall, our data suggest that ΔmiR-192 sEVs can augment endogenous MSC mobilization in IR rats.

### ΔmiR-192 and ΔmiR-432 sEVs promote angiogenesis and prevent hypertrophy

sEVs produced from CPCs or other stem/progenitor cells are known to have a therapeutic potential in cardiac ischemia (*20*, *21*). In addition, our in vitro and short-term in vivo experimental results showed enhanced potential of ΔmiR-192 and ΔmiR-432 sEVs for cardiac repair in chronic cardiac ischemia by immunomodulation and MSC mobilization effects (Figs. 2 and 5). Histological analyses of picrosirius red staining with ischemic heart 28 days after treatment revealed that sEV injection prevented muscle degeneration and fibrosis in the left ventricular wall more than twofold than the PBS group (29.99 ± 6.98% in the PBS group, 13.69 ± 10.30% in the CTR sEV group, 13.15 ± 7.39% in the ΔmiR-192 sEV group, and 7.72 ± 7.40% in the ΔmiR-432 sEV group) (Fig. 6, A and C). Notably, this result correlates with our in vitro data (Fig. 2A). Overall, the rapid restoration of inflammation and MSC mobilization by sEV therapy in the early stage of chronic ischemia progress (within 7 days) effectively prevented cardiac dysfunction by abrogating fibrotic events and muscle degeneration.

**Fig. 6.**
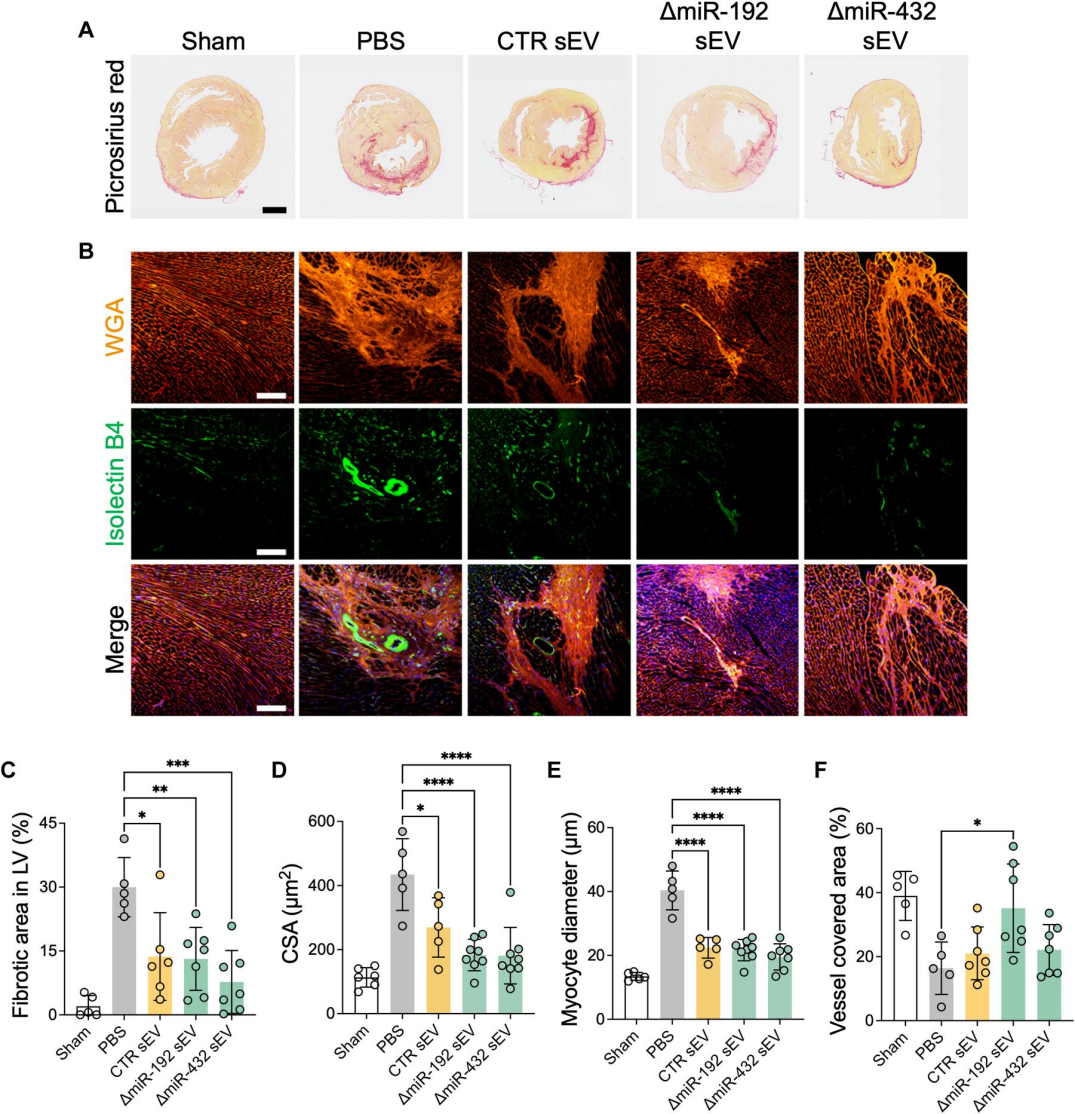
Histological analyses showed the improved ischemic heart function by sEV injection in cardiac IR rats 28 days after treatment. (**A**) Representative images of picrosirius red–stained heart 28 days after sEV injection. Scale bar, 1 mm. (**B**) WGA-positive hypertrophy and isolectin B4 (IB4)–positive vessels in ischemic muscles 28 days after sEV injection. Scale bars, 200 μm. (**C**) Fibrotic area in left ventricular (LV) muscle quantified from picrosirius red–stained images. (**D**) Cross-sectional area (CSA) and (**E**) myocyte diameter measured from WGA-stained images. (**F**) Vessel covered area measured from *Isolectin B4*–stained images. *P < 0.05, **P < 0.01, ***P < 0.001, and ***P < 0.0001.

We further evaluated the effect of sEV injection on left ventricular repair using histological analyses. First, the ventricular hypertrophy was decreased in the left ventricular wall treated by sEVs, as confirmed by immunohistochemical staining of wheat germ agglutinin (WGA) (Fig. 6B). The cross-sectional area (CSA) and myocyte diameter were also decreased by sEV treatment, which further decreased to the Sham level by ΔmiR-192 and ΔmiR-432 sEV treatment (Fig. 6, D and E). In addition, the densities of isolectin B4 (IB4)–positive vessel were highest in ΔmiR-192 sEV group, indicating that sEVs, especially with miR-192-5p depletion, facilitated blood vessel formation in ischemic muscle (16.38 ± 8.20% in the PBS group, 21.03 ± 8.25% in the CTR sEV group, 35.14 ± 13.81% in the ΔmiR-192 sEV group, 22.13 ± 7.90% in the ΔmiR-432 sEV group, and 38.98 ± 7.67% in the Sham group) (Fig. 6, B and F). These results demonstrate that altered sEVs have increased therapeutic potential for treating chronic cardiac ischemia and can significantly improve tissue repair by decreasing hypertension and increasing angiogenesis.

## DISCUSSION

In this study, we investigated the inhibition of computationally determined, deleterious miRNAs in sEVs to treat chronic MI. In two previous studies, our group determined with computational approach, PLSR, that elevated miR-192-5p and miR-432-5p covary with reduced left ventricular EF, antiangiogenic, and profibrotic responses in vitro and in vivo. Therefore, we investigated CPC-derived sEVs with miR-192-5p or miR-432-5p knockdown to treat chronic MI (Fig. 1C). To do so, we treated CPCs with synthetic miRNA inhibitors, double-stranded RNA, and confirmed knocked down in subsequently released and isolated sEVs. Not only did miRNA inhibition in CPCs confer reduced expression of miR-192-5p and miR-432-5p in sEVs (Fig. 1F) but also inhibitor treatment did not alter sEV production, size, or sEV membrane proteins (Fig. 1, D and E), suggesting cellular miRNA inhibitor treatment as an effective means to alter sEV RNA cargo. Our results demonstrate that miR-192-5p– and miR-432-5p–depleted sEVs are antifibrotic, anti-inflammatory, and proangiogenic in vitro and improve cardiac function following chronic MI in rats.

Our group has studied CPC-sEV miRNA content with computational modeling in several studies (*20*, *21*); however, we have never investigated individual miRNAs identified from previous studies for the purpose of modifying sEVs and improving cardiac therapeutic potential. miR-192-5p and miR-432-5p were identified as important and potentially deleterious in two previous studies from our group: Agarwal *et al.* (*20*) and Trac *et al.* (*21*). In these studies, our group sequenced miRNAs in CPC-derived sEVs and constructed PLSR models with the sequencing data and experimental outcomes (sEV treatment effects on left ventricular EF in an in vivo rat MI model, and fibrosis and angiogenesis assays in vitro). These models produced scores for each miRNA based on covariance to experimental outcomes, and we determined the top 50 most influential miRNAs in each study, either beneficial or deleterious. Both studies identified miR-192-5p and miR-432-5p as influential miRNAs, potentially important in cardiac repair (Fig. 1A).

miR-192-5p, a member of the miR-192 family, is known to be closely involved in cancer pathogenesis. It regulates oxidative stress (*27*), cell proliferation, apoptosis (*27*), and immune reactions (*28*) through involvement in several pathways including p53 and TGF-β (*29*, *30*). miR-192-5p is also a potential serum exosomal biomarker for heart failure patients as its expression was increased in dilated cardiomyopathy patients’ sera (*31*). Similar to miR-192-5p, miR-432-5p induces cardiac hypertrophy, but by binding to Toll-like receptor 4 (TLR4) in response to the up-regulation of long noncoding RNA, CASC15 (*32*). These reports support our hypothesis of two identified miRNAs, miR-192-5p and miR-432-5p, from computational approaches as deleterious to cardiac function and repair.

Under physiological conditions, miRNAs are encapsulated in EVs and internalized by neighboring cells, tissue, or organs. EVs are produced from various cells by extracellular membrane budding or exocytosis; thus, their membrane composition highly depends on the parental cell types. The tissue-specific membrane protein composition allows sEVs to have selective tropism based on their parental cell sources (*33*). A previous report showed that MSC-derived exosomes and monocyte-derived exosomes were selectively taken up by the cells that are in the same lineage as their parental cell types in an MSC/monocyte coculture system (*33*). The sEVs used in this study were produced by CPCs, cells isolated from cardiac biopsy from congenital heart patients; thus, these sEVs may exhibit beneficial cardiac-specific tropism.

Our results indicate that sEVs existed in the cardiac muscle for at least 7 days after injection (Fig. 4, A and B, and fig. S3). Seven-day retention was sufficient to induce macrophage propagation to M2 phase in ischemic myocardium. This effect is critical considering that immunomodulation in early time points of cardiac remodeling has been regarded as an important strategy to mitigate several cardiac complications including MI, arrhythmia, and aneurysms (*34*). Specifically, CPC-sEVs with miR-192-5p or miR-432-5p depletion showed enhanced immunomodulation (Figs. 2 and 5D and fig. S5), whereas only miR-192-5p–depleted CPC-sEVs improved MSC mobilization both in vitro (Fig. 2) and in vivo (Fig. 5D). Immunomodulatory effects of sEV were boosted by miR-192-5p depletion, leading to a significant decrease in mRNA levels of proinflammatory cytokines (*IL-6* and *IL-8*) (Fig. 2B). In addition, TNF-α–positive areas were decreased by sEV treatment, which further decreased to the Sham level by ΔmiR-192 and ΔmiR-432 sEV treatment (fig. S5, A and B). Among two altered sEVs, only miR-192-5p–depleted CPC-sEVs significantly suppressed ROS generation in ischemic cardiac muscle (fig. S5, A and C). Under the inflammatory condition, TNF-α triggers necrotic cell death by accelerating ROS generation (*35*). In addition, ROS induces necroptosis in response to TNF/TNF receptor 1 binding (*36*). Thus, in addition to expanded M2-like macrophages, sEV treatment, especially ΔmiR-192–depleted CPC-sEV administration, attenuated necrotic inflammatory responses by mitigating TNF-α and ROS expressions in ischemic cardiac muscles. Moreover, intramyocardial sEV injection enhanced M2-phase propagation of infiltrated macrophages for tissue healing, especially in the ΔmiR-432 sEV group (Fig. 5C). Thus, miR-192-5p and miR-432-5p depletion in sEVs beneficially alters the immune response during early time points of cardiac remodeling, thereby attenuating inflammation and promoting tissue healing after cardiac injury. The mobilization of MSC-like cells (CD45^−^CD90^+^) was also increased considerably by sEV treatments, especially in the ΔmiR-192 sEV group (Fig. 5D). Considering that MSCs are known to regulate macrophage activation and maturation, this finding supports our proinflammatory gene expression results in TNF-α–inflamed monocytes (Fig. 2B). In addition, it is important to note that we used one-fifth of the dose of sEVs as in our previous studies; thus, our data show that our modified sEVs may be more potent and warrant future studies on dose effects.

Ultimately, the sEV treatment substantially enhanced the restoration of cardiac function over sEV treatment in chronic ischemic heart, accompanied by improved left ventricular EF, FS, reduced fibrosis, muscle degeneration, and hypertrophy (Fig. 6). To further investigate the modified sEV mechanisms of action, we treated TNF-α–stimulated monocytes and TGF-β–stimulated fibroblasts with ΔmiR-192-5p sEV and ΔmiR-432-5p sEVs and performed RNA-seq of the recipient cells. RNA-seq results revealed that ΔmiR-192 sEV treatment affects NF-κB signaling and vesicle cytoskeletal trafficking in cardiac fibroblasts and lymphocyte activation in monocytes, whereas ΔmiR-432 sEV treatment activates biological processes such as smoothened signaling pathway and cell surface interaction in fibroblasts and adaptive immune system in monocytes (Fig. 3).

In the process of cardiac repair, the tissue remodeling in ischemic cardiac muscle increased myocyte CSA, which later decreased in all groups (fig. S6A); however, the myocyte diameter became enlarged in week 4 (fig. S6B). Note that excessive myocyte lengthening without a further change in CSA leads to chamber dilatation in the progression to cardiac failure (*37*), PBS group showed cellular alteration favorable to cardiac failure, whereas sEV treatment prevented chamber dilation and ultimately mitigated unfavorable cardiac remodeling (fig. S6C). Again, there is no evidence that miR-192-5p– and miR-432-5p–depleted CPC-sEVs have beneficial effect on tissue repair and cardiac function in animal model; however, miR-192-5p knockdown did show effective anti-inflammatory responses compared to other sEV treatment groups (Fig. 2B and fig. S5).

Although ΔmiR-192-5p or ΔmiR-432-5p sEVs showed beneficial effects on cellular assays, including antifibrosis, anti-inflammation, and MSC migration (Fig. 2), there were no statistical significance observed between altered sEVs and CTR sEVs in the rat model of cardiac IR (although only treatment with the depleted sEVs improved function, whereas CTR sEVs had no significant effect; Fig. 5). The method that we have used for specific miRNA depletion in this study was knockdown miR-192-5p or miR-432-5p expressions in CPC-sEVs <80%; however, knocking down these miRNAs in cells could alter the remaining cargo or have differential effects on the entire organ system. For example, one group reported that single miR-1-1 or miR-1-2 knockout is compensated by the negative feedback from remaining miR-1 in mice (*38*, *39*), resulting in mild ventricular dilation, whereas double knockout is lethal (*38*, *40*).

The in vitro fibrosis and inflammation models in this study were achieved by treating fibroblasts and monocytes with cytokines TNF-α and TGF-β (Fig. 2, A and B). While this is an acceptable method to replicate fibrotic and inflammatory pathological events, this model cannot fully recapitulate the complicated pathophysiological reactions of a myocardial ischemic event. We recognize the disparity of our in vitro and in vivo results: ΔmiR-192-5p and ΔmiR-432-5p sEVs improve in vitro, but not all in vivo, conditions, when compared to CTR sEVs. In addition, there might be more powerful deleterious miRNA candidates than miR-192-5p and miR-432-5p because this miR-192-5p was 39th and 44th and miR-432-5p was 41st and 38th of the top 50 miRNAs (table S1). Furthermore, we note that sEV miRNA is highly heterogeneous. Therefore, our single miRNA knockdown model may not be sufficient to improve sEV’s therapeutic potential. In this manner, multiple miRNA knockdowns could be used to overcome the differential therapeutic potential of single miRNA knockdown in in vivo models. Last, given that sEVs have complex membranes that exhibit favored tropism—as compared to synthetic vesicle alternatives—we believe that optimizing sEV cargo is a justifiable and effective approach.

Cardiac cell therapy, including CPCs, may have therapeutic efficacy for heart failure patients. There are several ongoing or completed clinical trials using autologous CPCs alone (CHILD, NCT03406884, phase 1 recruiting) or in combination with MSCs (CONCERT-HF, NCT02501811, phase 2 completed) (*8*) for the treatment of hypoplastic left heart syndrome and heart failure, respectively. Several reports suggest that CPC paracrine signaling, including the release of EVs, is the main source of cardiac cell therapy (*14*, *15*). However, results are variable and depend on several factors, including the patient’s age and cell culture condition. Previously, our group found that neonate CPCs and CPCs cultured under hypoxic conditions have enhanced therapeutic potential (*20*). In retrospect, we found that the levels of miR-192-5p and miR-432-5p are lower in the CPC exosomes cultured under hypoxic condition compared those under normoxic condition (fig. S4). Cells are highly sensitive to surrounding environmental changes; thus, the EV cargo content including miRNAs changes in response to the environment (*41*). The variability of EV cargo allows EVs to be reliable disease biomarkers, as well as therapeutic sources. Furthermore, genetic manipulation methods such as gene depletion or overexpression of certain miRNAs in sEV could enhance therapeutic potential of sEVs. Here, we used synthetic miRNA inhibitors in parent CPCs to specifically repress miR-192-5p and miR-432-5p expressions in the cells and sEVs.

In summary, CPC-derived altered sEV provides a cell-free system that leverages the therapeutic potential of CPCs while avoiding the risks associated with allogeneic cell transplantation. Under the proper conditions and patient variables, CPC-derived sEVs have cardiac reparative abilities: modulating cardiomyocyte function and inducing repair in the heart. However, sEV miRNA cargo is highly heterogeneous, and potentially not all molecules are beneficial. Therefore, optimization of sEV cargo, via the depletion of deleterious miRNAs from sEVs, may augment the therapeutic capabilities of CPC-derived sEVs. Here, we demonstrated the potential of miR-192-5p– and miR-432-5p–depleted CPC-derived sEVs to enhance cardiac function and MSC-like cell mobilization and to reduce fibrosis and inflammation. Considering that no treatment exists to fundamentally address chronic MI, miR-192-5p– or miR-432-5p–depleted CPC-sEV could be a promising therapeutic candidate for chronic MI patients.

## MATERIALS AND METHODS

### Cell culture and sEV isolation

CPCs were isolated from cardiac biopsies of congenital heart patients with a ventricular septal defect (VSD) under approval by the Institutional Review Board at Children’s Healthcare of Atlanta and Emory University, under protocol IRB00005500, as previously described (*42*). Briefly, tissue from the atrial appendage collected during the Glenn procedure was digested with collagenase II (1 mg/ml; Worthington Biochemical, NJ, USA), and c-kit^+^ cells were isolated through magnetic separation (Miltenyi Biotec, MD, USA). The cells that were isolated were subsequently identified as CPCs (c-kit positive, GATA positive, CD34 negative) through flow cytometry analysis. CPCs were cultured using Ham’s F-12 medium (Corning, MA, USA) supplemented with 10% fetal bovine serum (FBS; R&D Systems, MN, USA), 1% penicillin-streptomycin (Thermo Fisher Scientific, MA, USA), 1% l-glutamine, and fibroblast growth factor–2 (FGF-2; 4 ng/ml; Sigma-Aldrich, MO, USA). Cells were grown to 80 to 90% confluency to produce sEVs before collection. Thirty hours before sEV collection, cells were treated with the 1:1 mixture of Lipofectamine 2000 (Thermo Fisher Scientific) and MISSION Synthetic microRNA inhibitor (Sigma-Aldrich) for miRNA depletion under serum starvation in serum-free Ham’s F-12 medium. After 6 hours of miRNA inhibitor treatment, the medium was changed to fresh serum-free Ham’s F-12 medium and collected after 24 hours to isolate sEVs by sequential ultracentrifugation as previously described (*17*). All sEVs were resuspended in 300 μl of PBS and were quantified using nanoparticle tracking analysis on NanoSight NS300 (Malvern Panalytical, Malvern, UK).

### sEV characterization

sEV size and concentration were determined by nanoparticle tracking analysis. Briefly, sEV samples were diluted 1:10 in PBS, and 1 ml of sample was injected into NanoSight NS300 (Salisbury, UK) and three 60-s video acquisitions were captured per sample to analyze dynamic particle size and particle concentration by NanoSight NTA 3.4 software. Morphology and the size of EVs were also observed by transmission electron microscopy (TEM) imaging.

### Quantification of relative miRNA expressions in sEVs

To validate whether miR-192 and miR-432 in their sEVs were inhibited, the relative levels of miRNAs in CPC and their sEVs were measured by qRT-PCR analysis. Briefly, RNA was isolated from CPCs and their sEVs using the miRNeasy Micro Kit (Qiagen, Hilden, Germany), the concentration was measured using the Thermo NanoDrop One Microvolume UV-Vis Spectrophotometer (Thermo Fisher Scientific), RNA was reverse-transcribed into complementary DNA (cDNA) using the qScript microRNA cDNA Synthesis Kit (QuantaBio, Beverly, MA, USA), and the relative expression levels were quantified using qRT-PCR. Real-time qRT-PCR was performed on the StepOne Plus Real-Time PCR System (Applied Biosystems, Foster City, CA, USA) based on SYBR Green fluorescence detection method.

### Fibrosis and inflammation measurement using qRT-PCR and enzyme-linked immunosorbent assay

To evaluate the function of ΔmiR-192 sEV and ΔmiR-432 sEV in fibrosis and inflammation in vitro, we measured the relative mRNA expression levels in inflamed RCF and macrophages, respectively. The procedure timeline is shown in Fig. 4A. Briefly, to measure fibrosis gene expressions, RCFs were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Thermo Fisher Scientific) supplemented with 10% FBS and 1% penicillin-streptomycin. To stimulate fibroblasts, cells were quiesced for 12 hours, treated with sEVs (20 μg/ml) for 12 hours, and then treated with TGF-β (10 ng/ml; Thermo Fisher Scientific) for another 12 hours. Cells were then collected, and RNA was extracted and reverse-transcribed into cDNA for measuring transcript expressions of COL1A1, COL3A1, CTGF, COL1A2, and VIMENTIN. For inflammation analysis, human peripheral blood monocytes (THP-1) were cultured in RPMI 1640 medium (Thermo Fisher Scientific) supplemented with 10% FBS, 1% penicillin-streptomycin, and 1% l-glutamine. Cells were then differentiated into macrophages by 24 hours of incubation with 150 nM phorbol 12-myristate 13-acetate (Sigma-Aldrich) followed by 24 hours of incubation in RPMI medium. Macrophages were then treated with sEVs (20 μg/ml) for 12 hours and activated with TNF-α (20 ng/ml; R&D Systems, Minneapolis, MN, USA) for 12 hours before qRT-PCR. The transcript levels of interleukin-6 (*IL-6*) and *IL-8* were observed. Real-time qRT-PCR was performed as described in the previous section.

### Cell migration assay

Human bone marrow–derived MSCs were cultured in DMEM-F12 supplemented with 10% FBS, 1% penicillin-streptomycin, and FGF-2 (4 ng/ml). Following 12 hours of quiescence in DMEM-F12 without FBS, cells were treated with sEVs (20 μg/ml) for 12 hours. Cells were then detached from the cell culture plate and seeded onto the transwell insert with 8-μm pore (Corning, Corning, NY, USA), and sEVs (20 μg/ml) were added to the bottom well where transwell inserts were placed for 24 hours. Cells that migrated through the porous membrane were collected and stained with the Vybrant DiI Cell-Labeling Solution (Thermo Fisher Scientific) as per the manufacturer’s protocol. The fluorescent level was detected by the Synergy 2 Microplate Reader (Biotek, Winooski, VT, USA).

### Tube formation assay

Rat CECs were cultured in EGM-2 (Lonza, Basel, Switzerland). Following 12 hours of quiescence in EBM-2, cells were treated with sEVs (20 μg/ml) for 12 hours. Cells were then detached, stained with Calcein AM (2 μg/ml; Thermo Fisher Scientific) for 30 min, and seeded (5 × 10^4^ cells/cm^2^) onto the Matrigel-coated plate (4 mg/ml; BD Biosciences, Franklin Lakes, NJ, USA). Six hours after cell seeding, cells were imaged by using a fluorescent microscope (Olympus IX71, Olympus, Tokyo, Japan). Number of branches, total tube length, mesh sizes, and number of meshes were quantified using Fiji software (National Institutes of Health, Bethesda, MD, USA).

### Next-generation sequencing

The sizes, quantities, and integrities of RNA and miRNA isolated from CPCs, sEVs, RCFs, and THP-1 were analyzed by 2100 Bioanalyzer (Agilent Genomics, Santa Clara, CA, USA), and sequencing was conducted by the Emory Yerkes Nonhuman Primate Genomics core (Illumina HiSeq 3000). Small RNAs were aligned, and hits were determined using the Qiagen GeneGlobe console with QIAseq miRNA Quantification tool. Total RNA-seq files were aligned, and gene counts were determined with the STAR aligner in the Illumina BaseSpace app (RNA-Seq Alignment).

### Sequencing data analysis

sEV miRNA sequences from CTR sEVs, ΔmiR-192 sEVs, and ΔmiR-432 sEVs (*n* = 1) were processed using the Illumina BaseSpace Sequence Hub. Adapters were trimmed from the 3′ end and filtered to keep reads 18 to 51 nucleotides in length using the FASTQ Toolkit (version 2.2.5). Then, miRNAs were aligned with the small RNA app (version 1.0.1, homo sapiens hg19 reference, miRbase v21), and mature miRNA counts were exported for downstream analyses. Reads were filtered, keeping miRNAs expressed in at least two samples. Fold change of Δ192 and Δ432 sEV miRNA expression from CTR sEVs was calculated, and miRNAs with |fold change| > 2 were considered. Experimentally validated gene targets (≥3 experiments) of miRNAs were determined using miRTarBase (mirtarbase.cuhk.edu.cn/).

For the recipient cell total RNA-seq analyses, THP-1 and RCF cells were treated with CTR sEV, Δ-miR192 sEV, and ΔmiR-432 sEVs (*n* = 3), and total RNA was sequenced. THP-1 and RCF sequences were aligned with the RNA-Seq Alignment app (version 1.1.0) using the homo sapiens hg19 and rattus norvegicus rn5 references, respectively. 

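In the deposited counts, RCF replicate 2 treated with ΔmiR-192 sEVs lay at a mean distance of 2.84 from the other 17 RCF libraries on the scale of multidimensional scaling. The distances among those 17 had a mean of 0.976 and reached at most 1.50. THP-1 replicate 3 treated with ΔmiR-432 sEVs lay at a mean distance of 1.64 from the other 17, whose distances had a mean of 0.928 and reached at most 1.08.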

One sample from THP treated with ΔmiR-432 sEVs and one sample from RCF treated with Δ-miR192 sEVs were determined to be outliers by multidimensional scaling plots and excluded in subsequent analysis. Genes with zero counts for all samples were removed, filtered with the HTSFilter function (version 4.1) (*43*), and normalized using edgeR’s trimmed means of M method. Plots were produced using counts per million (cpm) values. DEGs were determined with exact test (|fold change| > 1.5 and *P* < 0.05). Pathway analysis of DEGs was performed using Metascape (*44*).

### Cardiac IR model

All animal experiments in this study were reviewed and approved by the Institutional Animal Care and Use Committee at the Emory University (protocol number 201800022). Studies were conducted under a randomized and double-blinded manner. The surgeries were conducted as previously described (*20*). Briefly, male adolescent (6-week-old) Sprague-Dawley rats (Charles River Laboratories, Wilmington, MA, USA) were anesthetized with isoflurane (1 to 3% inhaled) by tracheal intubation, and the chest skin area of each rat was sterilized by serial swabbing with 70% ethanol and betadine. The heart was exposed by incision 1- to 2-cm skin and separation of the ribs. MI was achieved by ligation of the left anterior descending coronary artery with 4-0 silk suture for 30 min, and the suture was removed for reperfusion of the blood. The chests and skin were closed using 4-0 silk suture and 5-0 ethilon suture, respectively. Two weeks after surgery, rats were divided into five groups including Sham, PBS (as control), CTR sEV, ΔmiR-192 sEV, and ΔmiR-432 sEV. For three sEV injection groups, sEVs (5 μg/kg) in 100 μl of PBS were directly injected to the cyanotic ischemic zone through ultrasound image guidance (Vevo 2100; Fujifilm VisualSonics, Toronto, Canada). EF and FS of the left ventricle were monitored using Vevo 2100 ultrasound machine before surgery and 0, 7, 14, and 28 days after surgery. sEV retention was measured using IVIS Spectrum Series (PerkinElmer, Waltham, MA, USA) on days 0, 7, and 14 after DiR-labeled sEV injection, and the average radiant efficiency from the heart was quantified.

### Flow cytometry analysis for quantifying stem cell mobilization

To evaluate stem cell mobilization from bone marrow into the blood circulation by sEV injection, Sprague-Dawley rats that received IR surgery were sacrificed on 7 days after sEV injection and blood was collected from heart. PBMCs were isolated by Ficoll-Paque plus (GE Healthcare, Pittsburgh, PA, USA) gradient centrifugation. Twenty million PBMCs were incubated with allophycocyanin (APC)–conjugated anti-rat CD45 antibody (Miltenyi Biotec, North Rhine-Westphalia, Germany) and fluorescein isothiocyanate (FITC)–conjugated anti-rat CD90 antibody (Abcam, Cambridge, UK). MSC fractions in total PBMCs (*n* = 3) were quantitatively analyzed using Aurora Full Spectrum Cytometry (Cytek, CA, USA) and FlowJo software (BD Biosciences).

### Histological analysis

After 7 and 28 days of ischemic injury, rats were sacrificed, and hearts were harvested for histological analyses. Hearts were fixed with 10% normal formalin, cryoprotected in 30% sucrose, and embedded in optimal cutting temperature (OCT) medium (Thermo Fisher Scientific). OCT sample blocks were cut into 8-μm-thick sections, which were then stained with picrosirius red (Abcam) to measure fibrosis. To measure angiogenesis and cardiac hypertrophy, tissue sections were stained with fluorescein-conjugated IB4 (1:25 dilution) (Vector Laboratories) and rhodamine-conjugated WGA (1:200 dilution) (Vector Laboratories, RL10225), respectively. To measure the necrotic inflammatory responses in day 7, tissue sample sections were stained with FITC-conjugated anti–TNF-α antibody (1:200 dilution) (Bioss Antibodies, bs-10802R-FITC) and anti-ROS antibody (1:500 dilution) (Thermo Fisher Scientific, MA5-26760) with AF-647 secondary antibody (1:200 dilution) (Thermo Fisher Scientific, A-21235). All stained slides were then imaged using a Hamamatsu Nanozoomer 2.0HT slide scanner.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism 9 software (GraphPad, CA, USA). Data are shown as the mean ± SD unless otherwise stated. Unpaired Student’s *t* test and one-way analysis of variance (ANOVA) were applied, and *P* values of <0.05, 0.01, 0.001, and 0.0001 were considered significant in all tests.

# Supplementary material for: Knockdown of deleterious miRNA in progenitor cell–derived small extracellular vesicles enhances tissue repair in myocardial infarction
**Source:** Sci Adv. 2023 Mar 3;9(9):eabo4616. doi: 10.1126/sciadv.abo4616
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Tables S1 and S2 References

Supplementary Materials for  
**Knockdown of deleterious miRNA in progenitor cell-derived small  
extracellular vesicles enhances tissue repair in myocardial infarction**

Hyun-Ji Park *et al.*

*Sci. Adv.* **9**, eabo4616 (2023)  
DOI: 10.1126/sciadv.abo4616

**This PDF file includes:**

Figs. S1 to S6  
Tables S1 and S2  
References

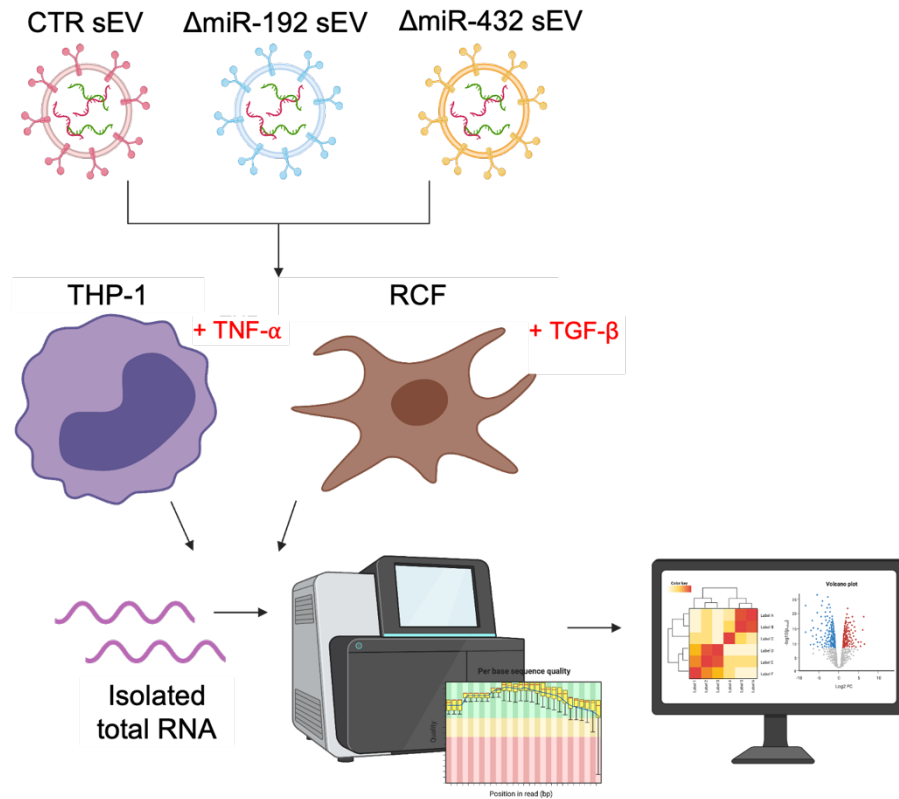

**Supplementary Fig. S2. Schematic illustrations showed the process of recipient cells (THP-1 and RCF) RNA sequencing after various sEV treatment.**

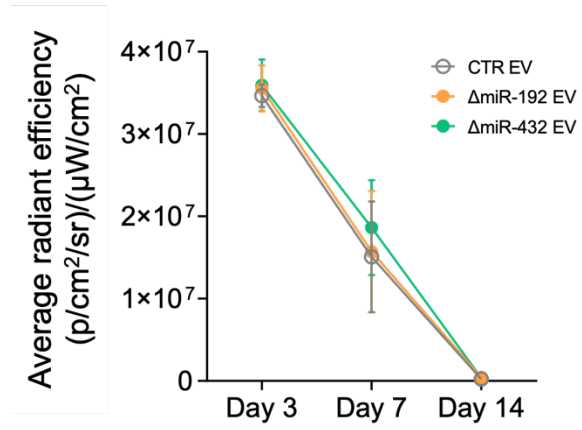

**Supplementary Fig. S3.** Time-course analysis determined the average radiant efficiency of sEVs in the heart 3-, 7-, and 14-days post sEV injection (n=4).

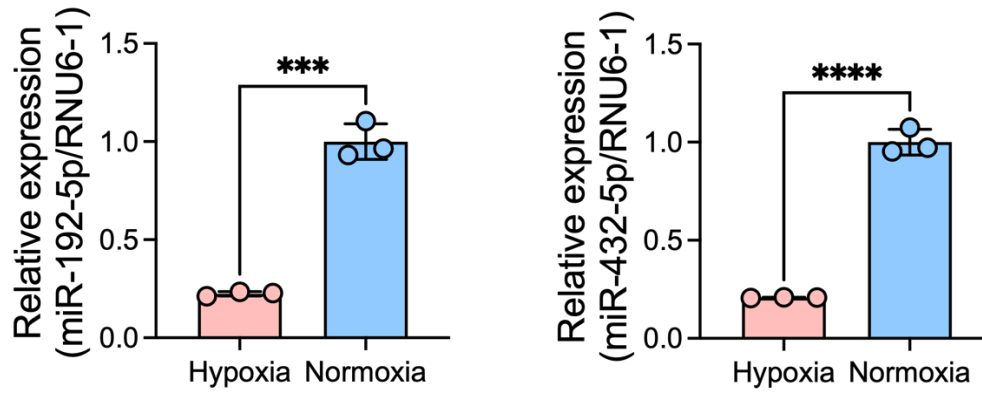

**Supplementary Fig. S4. Relative miRNA expressions in CPC sEVs.** CPCs were cultured under different oxygen concentration for 24 hours before serum depletion. sEVs were collected after 24 hours of serum depletion. \*\*\* $p < 0.001$  and \*\*\*\* $p < 0.0001$ .

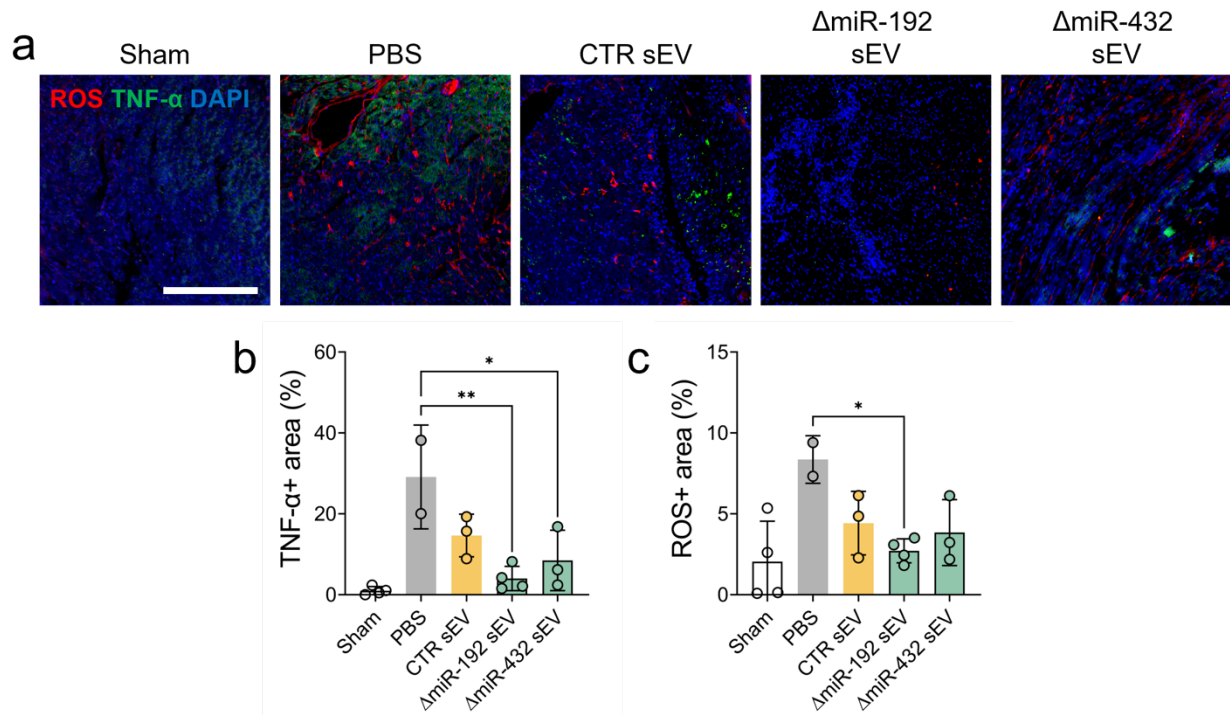

**Supplementary Fig. S5. sEV administration showed anti-inflammatory responses in cardiac IR rats 7 days post-treatment.** **a**, Immunohistochemical staining of ischemic hearts to detect TNF- $\alpha$  (green) and ROS (red) expressions. Scale bar indicates 200  $\mu$ m. **b**, TNF- $\alpha$  positive area and **c**, ROS positive area measured from stained images. \* $p$ <0.05 and \*\* $p$ <0.01.

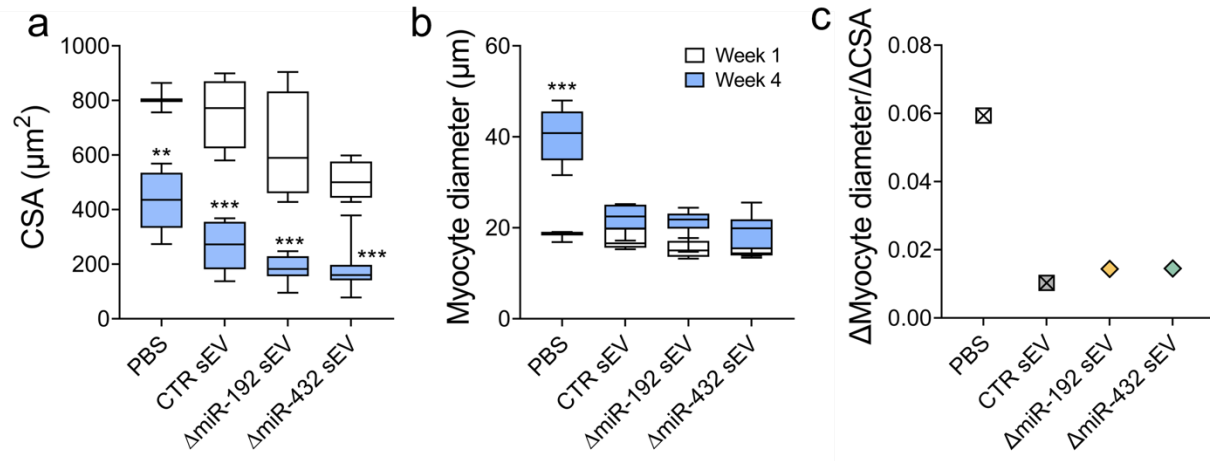

**Supplementary Fig. S6. Morphological changes of myoblasts were observed in cardiac IR rats 1- and 4-weeks post treatment. a, CSA and b, myocyte diameter changes between week 1 and week 4 measured from WGA-stained images. \*\* $p < 0.01$  and \*\*\* $p < 0.001$ . c, Average ratio of changes of myocyte diameter and changes of CSA between week 1 and week 4.**

**Supplementary Table S1. 50 VIP miRNAs with high relativity with angiogenesis, fibrosis, and left ventricular EF in cardiac IR rat after exosome therapy.**

| Agarwal et al. (Ref 20) |                  |    |                 | Trac et al. (Ref 21) |                 |    |                   |
|-------------------------|------------------|----|-----------------|----------------------|-----------------|----|-------------------|
| 1                       | hsa-miR-874-3p   | 26 | hsa-miR-23a-3p  | 1                    | hsa-miR-323a-3p | 26 | hsa-miR-146a-5p   |
| 2                       | hsa-miR-378f     | 27 | hsa-miR-3158-5p | 2                    | hsa-miR-335-3p  | 27 | hsa-miR-125b-1-3p |
| 3                       | hsa-miR-3909     | 28 | hsa-miR-4637    | 3                    | hsa-miR-328-3p  | 28 | hsa-miR-27a-3p    |
| 4                       | hsa-miR-4477a    | 29 | hsa-miR-185-5p  | 4                    | hsa-miR-204-3p  | 29 | hsa-miR-145-5p    |
| 5                       | hsa-miR-4520-5p  | 30 | hsa-miR-4670-5p | 5                    | hsa-miR-654-5p  | 30 | hsa-miR-382-5p    |
| 6                       | hsa-miR-362-5p   | 31 | hsa-miR-4758-5p | 6                    | hsa-miR-16-5p   | 31 | hsa-miR-127-3p    |
| 7                       | hsa-miR-718      | 32 | hsa-miR-3144-3p | 7                    | hsa-miR-210-3p  | 32 | hsa-miR-148a-3p   |
| 8                       | hsa-miR-548am-3p | 33 | hsa-miR-4704-5p | 8                    | hsa-miR-27a-5p  | 33 | hsa-miR-769-5p    |
| 9                       | hsa-miR-4760-5p  | 34 | hsa-miR-3199    | 9                    | hsa-miR-28-3p   | 34 | hsa-miR-409-3p    |
| 10                      | hsa-miR-590-3p   | 35 | hsa-miR-2909    | 10                   | hsa-miR-92b-3p  | 35 | hsa-miR-151a-5p   |
| 11                      | hsa-miR-3186-3p  | 36 | hsa-miR-633     | 11                   | hsa-miR-378a-3p | 36 | hsa-miR-671-3p    |
| 12                      | hsa-miR-15a-5p   | 37 | hsa-miR-3163    | 12                   | hsa-miR-320c    | 37 | hsa-let-7c-5p     |
| 13                      | hsa-miR-513b-5p  | 38 | hsa-miR-545-3p  | 13                   | hsa-miR-486-5p  | 38 | hsa-miR-432-5p    |
| 14                      | hsa-miR-4797-3p  | 39 | hsa-miR-192-5p  | 14                   | hsa-miR-23b-3p  | 39 | hsa-miR-151a-3p   |
| 15                      | hsa-miR-619-3p   | 40 | hsa-miR-4755-3p | 15                   | hsa-let-7d-3p   | 40 | hsa-miR-221-3p    |
| 16                      | hsa-miR-4310     | 41 | hsa-miR-432-5p  | 16                   | hsa-miR-134-5p  | 41 | hsa-miR-25-3p     |
| 17                      | hsa-miR-4725-3p  | 42 | hsa-miR-3136-5p | 17                   | hsa-miR-34a-5p  | 42 | hsa-miR-543       |
| 18                      | hsa-miR-4797-5p  | 43 | hsa-miR-548e-3p | 18                   | hsa-miR-423-5p  | 43 | hsa-miR-100-5p    |
| 19                      | hsa-miR-4638-3p  | 44 | hsa-miR-3189-3p | 19                   | hsa-miR-22-3p   | 44 | hsa-miR-192-5p    |
| 20                      | hsa-miR-339-3p   | 45 | hsa-miR-1973    | 20                   | hsa-miR-146b-5p | 45 | hsa-let-7e-5p     |
| 21                      | hsa-miR-4736     | 46 | hsa-miR-335-5p  | 21                   | hsa-miR-30a-3p  | 46 | hsa-miR-532-5p    |
| 22                      | hsa-miR-1270     | 47 | hsa-miR-3617-5p | 22                   | hsa-miR-320a    | 47 | hsa-miR-937-3p    |
| 23                      | hsa-miR-766-3p   | 48 | hsa-miR-154-5p  | 23                   | hsa-miR-483-5p  | 48 | hsa-let-7i-5p     |
| 24                      | hsa-miR-4275     | 49 | hsa-miR-1288-3p | 24                   | hsa-miR-99b-5p  | 49 | hsa-miR-941       |
| 25                      | hsa-miR-3125     | 50 | hsa-miR-544a    | 25                   | hsa-miR-370-3p  | 50 | hsa-miR-99a-5p    |

**Supplementary Table S2. Target genes of miR-192-5p and miR-432-5p validated with at least three assays.**

| <b>miRNA</b>   | <b>Target</b> | <b>Number of assays to validate target</b> |
|----------------|---------------|--------------------------------------------|
| hsa-miR-192-5p | ALCAM         | 5                                          |
|                | CDC7          | 5                                          |
|                | CUL5          | 5                                          |
|                | ERCC3         | 5                                          |
|                | LMNB2         | 5                                          |
|                | MAD2L1        | 5                                          |
|                | PIM1          | 5                                          |
|                | ERCC4         | 4                                          |
|                | RB1           | 4                                          |
|                | BCL2          | 4                                          |
|                | DLG5          | 4                                          |
|                | DTL           | 4                                          |
|                | HRH1          | 4                                          |
|                | MCM10         | 4                                          |
|                | MIS12         | 4                                          |
|                | KIF20B        | 4                                          |
|                | PRPF38A       | 4                                          |
|                | RACGAP1       | 4                                          |
|                | SEPT10        | 4                                          |
|                | SMARCB1       | 4                                          |
|                | WNK1          | 4                                          |
|                | XIAP          | 4                                          |
|                | DICER1        | 4                                          |
|                | ACVR2B        | 3                                          |
|                | CAV1          | 3                                          |
|                | SCN5A         | 3                                          |
| hsa-miR-432-5p | MECP2         | 3                                          |
|                | RCOR1         | 3                                          |
|                | NES           | 3                                          |

## REFERENCES AND NOTES

1. World Health Organization, Cardiovascular diseases (CVDs) (2020); [www.who.int/news-room/fact-sheets/detail/cardiovascular-diseases-\(cvds\)](http://www.who.int/news-room/fact-sheets/detail/cardiovascular-diseases-(cvds)).
2. O. J. Mechanic, M. Gavin, S. A. Grossman, *Acute Myocardial Infarction* (StatPearls Publishing, 2021).
3. B. E. Strauer, G. Steinhoff, 10 years of intracoronary and intramyocardial bone marrow stem cell therapy of the heart: From the methodological origin to clinical practice. *J. Am. Coll. Cardiol.* **58**, 1095–1104 (2011).
4. V. Karantalis, V. Y. Suncion-Loescher, L. Bagno, S. Golpanian, A. Wolf, C. Sanina, C. Premer, A. J. Kanelidis, F. McCall, B. Wang, W. Balkan, J. Rodriguez, M. Rosado, A. Morales, K. Hatzistergos, M. Natsumeda, I. Margitich, I. H. Schulman, S. A. Gomes, M. Mushtaq, D. L. DiFede, J. E. Fishman, P. Pattany, J. P. Zambrano, A. W. Heldman, J. M. Hare, Synergistic effects of combined cell therapy for chronic ischemic cardiomyopathy. *J. Am. Coll. Cardiol.* **66**, 1990–1999 (2015).
5. J. Kandala, G. A. Upadhyay, E. Pokushalov, S. Wu, D. E. Drachman, J. P. Singh, Meta-analysis of stem cell therapy in chronic ischemic cardiomyopathy. *Am. J. Cardiol.* **112**, 217–225 (2013).
6. A. E.-S. Shafei, M. A. Ali, H. G. Ghanem, A. I. Shehata, A. A. Abdelgawad, H. R. Handal, K. A. Talaat, A. E. Ashaal, A. S. El-Shal, Mesenchymal stem cell therapy: A promising cell-based therapy for treatment of myocardial infarction. *J. Gene Med.* **19**, e2995 (2017).
7. A. J. Kanelidis, C. Premer, J. Lopez, W. Balkan, J. M. Hare, Route of delivery modulates the efficacy of mesenchymal stem cell therapy for myocardial infarction: A meta-analysis of preclinical studies and clinical trials. *Circ. Res.* **120**, 1139–1150 (2017).
8. R. Bolli, R. D. Mitrani, J. M. Hare, C. J. Pepine, E. C. Perin, J. T. Willerson, J. H. Traverse, T. D. Henry, P. C. Yang, M. P. Murphy, K. L. March, I. H. Schulman, S. Ikram, D. P. Lee, C. O'Brien, J. A. Lima, M. R. Ostovaneh, B. Ambale-Venkatesh, G. Lewis, A. Khan, K. Bacallao, K. Valasaki, B. Longsomboon, A. P. Gee, S. Richman, D. A. Taylor, D. Lai, S. L. Sayre, J. Bettencourt, R. W. Vojvodic, M. L. Cohen, L. Simpson, D. Aguilar, C. Loghin, L. Moyé, R. F. Ebert, B. R. Davis, R. D. Simari; Cardiovascular Cell Therapy Research Network (CCTRN), A phase II study of autologous mesenchymal stromal cells and c-kit positive cardiac cells, alone or in combination, in patients with ischaemic heart failure: The CCTRN CONCERT-HF trial. *Eur. J. Heart Fail.* **23**, 661–674 (2021).
9. R. Bolli, J. M. Hare, K. L. March, C. J. Pepine, J. T. Willerson, E. C. Perin, P. C. Yang, T. D. Henry, J. H. Traverse, R. D. Mitrani, A. Khan, I. Hernandez-Schulman, D. A. Taylor, D. DiFede, J. A. C. Lima, A. Chugh, J. Loughran, R. W. Vojvodic, S. L. Sayre, J. Bettencourt, M. Cohen, L. Moyé, R. F. Ebert, R. D. Simari; Cardiovascular Cell Therapy Research Network (CCTRN), Rationale and design of the CONCERT-HF trial (combination of mesenchymal and c-kit<sup>+</sup> cardiac stem cells as regenerative therapy for heart failure). *Circ. Res.* **122**, 1703–1715 (2018).
10. V. Karantalis, D. DiFede, G. Gerstenblith, S. Pham, J. Symes, J. P. Zambrano, J. Fishman, P. Pattany, I. McNiece, J. Conte, S. Schulman, K. Wu, A. Shah, E. Breton, J. Davis-Sproul, R. Schwarz, G. Feigenbaum, M. Mushtaq, V. Y. Suncion, A. C. Lardo, I.

- Borrello, A. Mendizabal, T. Z. Karas, J. Byrnes, M. Lowery, A. W. Heldman, J. M. Hare, Autologous mesenchymal stem cells produce concordant improvements in regional function, tissue perfusion, and fibrotic burden when administered to patients undergoing coronary artery bypass grafting: The Prospective Randomized Study of Mesenchymal Stem Cell Therapy in Patients Undergoing Cardiac Surgery (PROMETHEUS) trial. *Circ. Res.* **114**, 1302–1310 (2014).
11. A. W. Heldman, D. L. DiFede, J. E. Fishman, J. P. Zambrano, B. H. Trachtenberg, V. Karantalis, M. Mushtaq, A. R. Williams, V. Y. Suncion, I. K. McNiece, E. Ghersin, V. Soto, G. Lopera, R. Miki, H. Willens, R. Hendel, R. Mitrani, P. Pattany, G. Feigenbaum, B. Oskouei, J. Byrnes, M. H. Lowery, J. Sierra, M. V. Pujol, C. Delgado, P. J. Gonzalez, J. E. Rodriguez, L. L. Bagnio, D. Rouy, P. Altman, C. W. P. Foo, J. da Silva, E. Anderson, R. Schwarz, A. Mendizabal, J. M. Hare, Transendocardial mesenchymal stem cells and mononuclear bone marrow cells for ischemic cardiomyopathy: The TAC-HFT randomized trial. *JAMA* **311**, 62–73 (2014).
  12. C. L. Mummery, R. P. Davis, J. E. Krieger, Challenges in using stem cells for cardiac repair. *Sci. Transl. Med.* **2**, 27ps17 (2010).
  13. M. Korf-Klingebiel, T. Kempf, T. Sauer, E. Brinkmann, P. Fischer, G. P. Meyer, A. Ganser, H. Drexler, K. C. Wollert, Bone marrow cells are a rich source of growth factors and cytokines: Implications for cell therapy trials after myocardial infarction. *Eur. Heart J.* **29**, 2851–2858 (2008).
  14. S. Das, M. K. Halushka, Extracellular vesicle microRNA transfer in cardiovascular disease. *Cardiovasc. Pathol.* **24**, 199–206 (2015).
  15. P. Saha, S. Sharma, L. Korutla, S. R. Datla, F. Shoja-Taheri, R. Mishra, G. E. Bigham, M. Sarkar, D. Morales, G. Bittle, M. Gunasekaran, C. Ambastha, M. Y. Arfat, D. Li, A. Habbertheuer, R. Hu, M. O. Platt, P. Yang, M. E. Davis, P. Vallabhajosyula, S. Kaushal, Circulating exosomes derived from transplanted progenitor cells aid the functional recovery of ischemic myocardium. *Sci. Transl. Med.* **11**, eaau1168 (2019).
  16. H. J. Park, K. J. De Jesus Morales, S. Bheri, B. P. Kassouf, M. E. Davis, Bidirectional relationship between cardiac extracellular matrix and cardiac cells in ischemic heart disease. *Stem Cells* **39**, 1650–1659 (2021).
  17. S. Bheri, B. P. Kassouf, H. J. Park, J. R. Hoffman, M. E. Davis, Engineering cardiac small extracellular vesicle-derived vehicles with thin-film hydration for customized microRNA loading. *J. Cardiovasc. Dev. Dis.* **8**, 135 (2021).
  18. J. O'Brien, H. Hayder, Y. Zayed, C. Peng, Overview of MicroRNA biogenesis, mechanisms of actions, and circulation. *Front. Endocrinol.* **9**, 402 (2018).
  19. Y. Song, C. Zhang, J. Zhang, Z. Jiao, N. Dong, G. Wang, Z. Wang, L. Wang, Localized injection of miRNA-21-enriched extracellular vesicles effectively restores cardiac function after myocardial infarction. *Theranostics* **9**, 2346–2360 (2019).
  20. U. Agarwal, A. George, S. Bhutani, S. Ghosh-Choudhary, J. T. Maxwell, M. E. Brown, Y. Mehta, M. O. Platt, Y. Liang, S. Sahoo, M. E. Davis, Experimental, systems, and computational approaches to understanding the MicroRNA-mediated reparative potential of cardiac progenitor cell-derived exosomes from pediatric patients. *Circ. Res.* **120**, 701–712 (2017).

21. D. Trac, J. R. Hoffman, S. Bheri, J. T. Maxwell, M. O. Platt, M. E. Davis, Predicting functional responses of progenitor cell exosome potential with computational modeling. *Stem Cells Transl. Med.* **8**, 1212–1221 (2019).
22. J. Mayourian, D. K. Ceholski, P. A. Gorski, P. Mathiyalagan, J. F. Murphy, S. I. Salazar, F. Stillitano, J. M. Hare, S. Sahoo, R. J. Hajjar, K. D. Costa, Exosomal microRNA-21-5p mediates mesenchymal stem cell paracrine effects on human cardiac tissue contractility. *Circ. Res.* **122**, 933–944 (2018).
23. H. Khalil, O. Kanisicak, V. Prasad, R. N. Correll, X. Fu, T. Schips, R. J. Vagnozzi, R. Liu, T. Huynh, S. J. Lee, J. Karch, J. D. Molkentin, Fibroblast-specific TGF- $\beta$ -Smad2/3 signaling underlies cardiac fibrosis. *J. Clin. Invest.* **127**, 3770–3783 (2017).
24. S. Ma, N. Xie, W. Li, B. Yuan, Y. Shi, Y. Wang, Immunobiology of mesenchymal stem cells. *Cell Death Differ.* **21**, 216–225 (2014).
25. F. Marofi, K. I. Alexandrovna, R. Margiana, M. Bahramali, W. Suksatan, W. K. Abdelbasset, S. Chupradit, M. Nasimi, M. S. Maashi, MSCs and their exosomes: A rapidly evolving approach in the context of cutaneous wounds therapy. *Stem Cell Res. Ther.* **12**, 597 (2021).
26. A. Sica, A. Mantovani, Macrophage plasticity and polarization: In vivo veritas. *J. Clin. Invest.* **122**, 787–795 (2012).
27. Y. Zhang, R. Huang, W. Zhou, Q. Zhao, Z. Lu, miR-192-5p mediates hypoxia/reoxygenation-induced apoptosis in H9c2 cardiomyocytes via targeting of FABP3. *J. Biochem. Mol. Toxicol.* **31**, e21873 (2017).
28. F. Sun, W. Yuan, H. Wu, G. Chen, Y. Sun, L. Yuan, W. Zhang, M. Lei, LncRNA KCNQ1OT1 attenuates sepsis-induced myocardial injury via regulating miR-192-5p/XIAP axis. *Exp. Biol. Med. (Maywood)* **245**, 620–630 (2020).
29. J. Chen, J. Wang, H. Li, S. Wang, X. Xiang, D. Zhang, p53 activates miR-192-5p to mediate vancomycin induced AKI. *Sci. Rep.* **6**, 38868 (2016).
30. M. Puppo, G. Bucci, M. Rossi, M. Giovarelli, D. Bordo, A. Moshiri, F. Gorlero, R. Gherzi, P. Briata, miRNA-mediated KHSRP silencing rewires distinct post-transcriptional programs during TGF-beta-Induced epithelial-to-mesenchymal transition. *Cell Rep.* **16**, 967–978 (2016).
31. L. Fang, A. H. Ellims, X. L. Moore, D. A. White, A. J. Taylor, J. Chin-Dusting, A. M. Dart, Circulating microRNAs as biomarkers for diffuse myocardial fibrosis in patients with hypertrophic cardiomyopathy. *J. Transl. Med.* **13**, 314 (2015).
32. C. Li, G. Zhou, J. Feng, J. Zhang, L. Hou, Z. Cheng, Upregulation of lncRNA VDR/CASC15 induced by facilitates cardiac hypertrophy through modulating miR-432-5p/TLR4 axis. *Biochem. Biophys. Res. Commun.* **503**, 2407–2414 (2018).
33. M. Sancho-Albero, N. Navascués, G. Mendoza, V. Sebastián, M. Arruebo, P. Martín-Duque, J. Santamaría, Exosome origin determines cell targeting and the transfer of therapeutic nanoparticles towards target cells. *J Nanobiotechnol.* **17**, 16 (2019).
34. M. A. Serrano-Rosa, E. León-Zarceño, C. Giglio, S. Boix-Vilella, A. Moreno-Tenas, L. Pamies-Aubalat, V. Arrarte, Psychological state after an acute coronary syndrome: Impact of physical limitations. *Int. J. Environ. Res. Public Health* **18**, 6473 (2021).
35. H. Blaser, C. Dostert, T. W. Mak, D. Brenner, TNF and ROS crosstalk in Inflammation. *Trends Cell Biol.* **26**, 249–261 (2016).

36. D.-W. Zhang, J. Shao, J. Lin, N. Zhang, B. J. Lu, S. C. Lin, M. Q. Dong, J. Han, RIP3, an energy metabolism regulator that switches TNF-induced cell death from apoptosis to necrosis. *Science* **325**, 332–336 (2009).
37. A. M. Gerdes, T. Onodera, X. Wang, S. A. McCune, Myocyte remodeling during the progression to failure in rats with hypertension. *Hypertension* **28**, 609–614 (1996).
38. A. Heidersbach, C. Saxby, K. Carver-Moore, Y. Huang, Y.-S. Ang, P. J. de Jong, K. N. Ivey, D. Srivastava, microRNA-1 regulates sarcomere formation and suppresses smooth muscle gene expression in the mammalian heart. *eLife* **2**, e01323 (2013).
39. Y. Zhao, J. F. Ransom, A. Li, V. Vedantham, M. von Drehle, A. N. Muth, T. Tsuchihashi, M. T. McManus, R. J. Schwartz, D. Srivastava, Dysregulation of cardiogenesis, cardiac conduction, and cell cycle in mice lacking miRNA-1-2. *Cell* **129**, 303–317 (2007).
40. Y. Wei, S. Peng, M. Wu, R. Sachidanandam, Z. Tu, S. Zhang, C. Falce, E. A. Sobie, D. Lebeche, Y. Zhao, Multifaceted roles of miR-1s in repressing the fetal gene program in the heart. *Cell Res.* **24**, 278–292 (2014).
41. D. Rokad, H. Jin, V. Anantharam, A. Kanthasamy, A. G. Kanthasamy, Exosomes as mediators of chemical-induced toxicity. *Curr. Environ. Health Rep.* **6**, 73–79 (2019).
42. K. M. French, M. E. Davis, Isolation and expansion of c-kit-positive cardiac progenitor cells by magnetic cell sorting. *Methods Mol. Biol.* **1181**, 39–50 (2014).
43. A. Rau, M. Gallopin, G. Celeux, F. Jaffrezic, Data-based filtering for replicated high-throughput transcriptome sequencing experiments. *Bioinformatics* **29**, 2146–2152 (2013).
44. Y. Zhou, B. Zhou, L. Pache, M. Chang, A. H. Khodabakhshi, O. Tanaseichuk, C. Benner, S. K. Chanda, Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* **10**, 1523 (2019).
45. M. Pomaznoy, B. Ha, B. Peters, GOnet: A tool for interactive gene ontology analysis. *BMC Bioinformatics* **19**, 470 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

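Total RNA of rat cardiac fibroblasts (RCFs) and of the human monocytic cell line THP-1 was sequenced after no treatment, after CTR sEV, ΔmiR-192 sEV or ΔmiR-432 sEV, and after the miR-192-5p or the miR-432-5p inhibitor, with 3 replicates in each of 6 groups and 18 libraries per cell type. The values used are raw counts of reads per gene, which the authors made, before deposit, by aligning the reads with STAR in the Illumina BaseSpace RNA-Seq Alignment app (version 1.1.0) to rn5 for RCFs and hg19 for THP-1 cells. The authors applied no normalization to the deposited counts. The strand setting, the rule for reads that map to several places and the version of the annotation are not stated. Replicate numbers were not taken as pairs, since libraries with the same number were not more alike: their correlations were −0.111 to 0.0847, against −0.159 to 0.197 for other pairs. No 2 libraries of a cell type had identical counts among 153 pairs.

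The library that the paper excluded in each cell type was left out, and values with all 18 libraries were computed as an alternative. The 2 entries of each table that name no gene were removed. Genes with 0 counts in the remaining 17 libraries were removed, and low counts were filtered by the HTSFilter procedure (the authors used version 4.1), coded from its description, with 100 thresholds from 1 to 200 and a loess span of 0.3. Counts were normalized with the trimmed mean of M values of edgeR (version 4.0.16, in R 4.3.3). A quasi-likelihood model with 1 mean per group was fitted to the 17 libraries of each cell type, and 9 comparisons were tested in each. The paper used edgeR's exact test, which was computed as an alternative. The study criteria are a fold change above 1.5 and an unadjusted P value under 0.05, and P values adjusted by the Benjamini-Hochberg method over all genes tested are given beside them. Fold changes are on the log2 scale with their standard errors, and levels are given as cpm with the SD over libraries. Distances between libraries are those of limma (version 3.58.1) from the 500 genes that differ most in each pair.

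Gene lists, 6 in number, were tested as sets with limma's camera at a preset correlation of 0.01, and with fry and camera with an estimated correlation as alternatives: NF-κB response, fibrosis, smoothened signaling, interferon response, cholesterol biosynthesis and the miR-192-5p targets of Supplementary Table S2. The set P values at the paper's claims are adjusted over 12 tests. In the closing section they are adjusted over 108 tests, which are 6 lists in 9 comparisons of each cell type: the NF-κB response, fibrosis, interferon response and cholesterol biosynthesis lists and 2 lists of LXR targets that were added after the data were seen. The genes named are those the study names (*Col1a1*, *Col3a1*, *Ctgf*, *Col1a2* and *Vim* in RCFs, *IL6* and *CXCL8* in THP-1 cells, and *RCOR1*, *NES* and *TLR4* of the targets, where 1 further gene is not reported here), and for each depleted sEV against CTR sEV the 3 higher and 3 lower genes with the smallest P values that met the study criteria with every library of the depleted-sEV group on the same side of the CTR sEV mean. For the inhibitors against sEVs, and for CTR sEV against no treatment, they are the 3 higher and 3 lower genes with the smallest P values at an adjusted P value under 0.05, of which the latter comparison had 0.

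Counts on genes were 4521602 to 5905055 per RCF library and 5088029 to 6955751 per THP-1 library. At this depth 12297 to 12899 genes were detected in RCFs and 17496 to 19082 in THP-1 cells, and a gene at the filter threshold has 18.0 or 21.1 normalized counts in its highest library, so that fold changes of such genes are imprecise. The method was tested on simulated data in which 200 genes were changed by a factor of 2 in the ΔmiR-432 sEV libraries and in the inhibitor libraries. For ΔmiR-432 sEVs against CTR sEVs it found 200 of them in RCFs and 196 in THP-1 cells. For the inhibitors against all sEVs it found 199 and 200, at a smaller median log2 fold change of 0.66 for the raised genes in both, since 1 of the sEV groups was changed too. There were 6 to 10 false calls at an adjusted P value under 0.05. The changed genes were drawn only from genes of higher count, and every gene had the same spread. Recovery of changes in genes of low count or larger spread was therefore not tested.

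The alternatives changed 1 choice at a time: all 18 libraries, size factors by the method of DESeq2, the filterByExpr filter or no filter, only the compared groups in the model, replicate number as a block, edgeR's exact test, DESeq2 (version 1.42.0), 100 or 2000 genes or a common gene set in the distances, and leaving out each library in turn. Splits of the same libraries into other groups were counted (10 for 3 against 3, and 60 drawn for the inhibitors against sEVs), and 40 simulations had no changed gene. Seed matches of 7 bases were sought in THP-1 transcripts of the GRCh37 reference. Tables were handled in Python 3.11 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The Metascape analysis was not repeated because its term lists are online, and seed matches and transcript length were not examined in RCFs because the rn5 reference was not at hand.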

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

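The tests of library size, of inhibition of 1 miRNA only, of delivery, of LXR targets and of the difference between cell types were chosen only after the result was seen. The paper reports the inhibitor-treated cells only by their place in the multidimensional scaling plots, so a signal in their genes lies in data it did not analyse further. Single distant libraries were not sought, since the groups hold 3 libraries or fewer.

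Between the inhibitor and the sEV libraries, 586 genes in RCFs and 1205 in THP-1 cells had an adjusted P value under 0.05. Of 60 splits of the same libraries, 1 gave as many in RCFs and 1 in THP-1 cells, in each the real split, and the other splits reached at most 54 and 287 genes with a median of 0. Against no treatment, the miR-192-5p inhibitor changed 289 genes in RCFs and 524 in THP-1 cells, and the miR-432-5p inhibitor 321 and 536. Between the 2 inhibitors 0 genes passed in either cell type, against 518 in RCFs and 461 in THP-1 cells at an unadjusted P value under 0.05. The 10 splits of the THP-1 inhibitor libraries say nothing of this 0, since each must give at least 0.

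In THP-1 cells, the cholesterol biosynthesis genes were lower with the inhibitors, with a median log2 fold change of −0.28 and 25 of 25 genes lower (camera, adjusted P = 1.1e-27 over 108 set tests with limma; fry 2.2e-07; estimated correlation 2.1e-04). Of 60 splits of the libraries, 1 gave as large a result. The median was −0.35 with the miR-192-5p inhibitor and −0.31 with the miR-432-5p inhibitor against no treatment, which argues against inhibition of 1 of the 2 miRNAs only as the cause. After the joint trend with GC content, transcript length and expression level was removed the median was −0.30, with 25 of 25 genes lower. This argues against a bias from GC content or length. The joint trend took up 4.02% of the variance. The ratio of median library sizes was 1.03, too near 1 to move a normalized fold change, and the 10 most abundant genes took 4.37% to 4.77% of gene counts in every library used. A candidate explanation is more sterol in the inhibitor-treated cells, under which LXR targets rise. It was drawn from 4 LXR targets seen higher (*ABCA1*, *ABCG1*, *MYLIP* and *APOE*, median 1.35), and among 12 other targets, of which 11 were tested, the median was 0.29, with 10 higher and 1 lower and 7 with an adjusted P value under 0.05 (camera, adjusted P = 2.3e-12 over the set tests with limma). Of 60 splits, 1 gave as large a result for the LXR targets. Delivery of any inhibitor, whatever its sequence, cannot be told apart from inhibition of both miRNAs, since no group had the delivery alone, and the median between the 2 inhibitors was −0.038. Sterol was not measured.

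The NF-κB response genes were lower with the inhibitors in RCFs and higher in THP-1 cells. Their median log2 fold change was −0.21 in RCFs, with 4 higher and 28 lower and 15 with an adjusted P value under 0.05 (camera, adjusted P = 7.9e-51 over 108 set tests with limma; fry 3.5e-09; estimated correlation 1.5e-06). In THP-1 cells it was 0.14, with 39 higher and 9 lower and 14 with an adjusted P value under 0.05 (camera, adjusted P = 1.5e-08 with limma; fry 6.0e-04; estimated correlation 0.0443). Of 60 splits, 1 gave as large a result in RCFs and 2 in THP-1 cells. The medians were −0.27 and −0.22 against no treatment for the 2 inhibitors in RCFs, and 0.12 and 0.11 in THP-1 cells. This argues against inhibition of 1 of the 2 miRNAs only, less firmly in THP-1 cells. There the miR-432-5p inhibitor had a limma camera adjusted P of 9.5e-05, with 0.0286 under fry and 0.189 with an estimated correlation. It had 6 list genes at an adjusted P value under 0.05, against 14 with the miR-192-5p inhibitor. Library sizes had a ratio of 0.996 in RCFs and 1.03 in THP-1 cells. Removing the joint trend with GC content, transcript length and expression level left the THP-1 median at 0.14, with 38 higher and 10 lower. In THP-1 cells these values argue against library size and against a bias from GC content or length. The trend was not tested in RCFs. Delivery of any inhibitor cannot be told apart from inhibition of both miRNAs here either, with medians of 0.031 in RCFs and 0.041 in THP-1 cells between the 2 inhibitors.

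The 2 cell types differed in their response to the inhibitors. For the NF-κB response genes the effect on the mean log2 level was −0.42 in RCFs and 0.14 in THP-1 cells, a difference of 0.56 (permutation P = 1e-05, the smallest that 100000 permutations can give; adjusted over 3 lists 1.5e-05). For the cholesterol biosynthesis genes it was −0.06 in RCFs and −0.30 in THP-1 cells, a difference of −0.25 (permutation P = 1e-05, the smallest they can give; adjusted 1.5e-05). For the interferon response genes the difference was 0.01 (permutation P = 0.967). Chance between libraries is therefore argued against for the first 2 lists and not for the third. The cells also differ in species, cytokine and differentiation, so no biological explanation of the difference was tested.

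In THP-1 cells, the interferon response genes were higher with the miR-192-5p than with the miR-432-5p inhibitor, with a median log2 fold change of 0.33, 38 higher and 3 lower (camera, adjusted P = 1.1e-23 over 108 set tests with limma; fry 0.0967; estimated correlation 0.0432). No gene of the list had an adjusted P value under 0.05 and 20 had an unadjusted one. Against no treatment the median was 0.43 with the miR-192-5p inhibitor, with 12 genes at an adjusted P value under 0.05. That set had a limma camera adjusted P of 2.2e-12, with 0.0592 under fry and 0.187 with an estimated correlation. With the miR-432-5p inhibitor the median was 0.07, with 0 such genes. Between the inhibitors, 3 of 10 splits of the 6 libraries gave as large a result, and 10 splits cannot give a share under 0.1. The miR-192-5p inhibitor libraries spread from 3.87 in replicate 2 to 4.68 in replicate 3 in their mean log2 level, with an SD of 0.407, and without replicate 3 the list had 34 higher and 7 lower, so a chance division of libraries that differ for another reason stays open.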

How the results depend on the processing

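The alternatives below were set before the data were examined, except the exact test with only the compared groups, the 2 entries that name no gene left in, and all alternatives for the NF-κB list in RCFs with ΔmiR-432 sEVs and with the inhibitors, for the NF-κB and LXR lists with the inhibitors in THP-1 cells and for the interferon list between CTR sEV and no treatment and between the inhibitors, which were chosen after the data were seen. Under the alternatives other than leaving out libraries, 221 of the values other than those of named genes, among them the ones just listed as chosen after the data were seen, which the paper does not claim, kept their direction and side of the threshold, 42 moved, 5 reversed, 2 became stronger and 8 weaker. With 1 library left out, 254 kept them, 16 moved, 7 reversed, 5 became stronger and 2 weaker. Of the named genes, 322 values kept them, 4 reversed, 2 became stronger and 8 weaker, and with 1 library left out 345 kept them, 9 reversed, 1 became stronger and 11 weaker. Under every alternative run, and with each library left out, the direction and the side of 0.05 of the unadjusted set P value stayed for these lists, given with the range of unadjusted values under the alternatives that left out no library: cholesterol biosynthesis (7.4e-33 to 1.6e-05), NF-κB (4.4e-11 to 0.00657) and LXR targets (2.9e-14 to 2.2e-05) with the inhibitors in THP-1 cells, NF-κB with the inhibitors in RCFs (1.2e-56 to 3.8e-08), NF-κB with ΔmiR-432 sEVs in RCFs (9.9e-05 to 0.00728), interferon between the inhibitors (2.2e-26 to 0.0233) and the miR-192-5p targets in THP-1 cells (0.396 to 0.538). Adjusted over 108 set tests, the fry value for interferon between the inhibitors was 0.0967. The cause of a change was not tested except where a reason is given.

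With all 18 libraries, the genes by the study criteria were 940 with ΔmiR-192 sEVs and 40 with ΔmiR-432 sEVs in RCFs and 227 with ΔmiR-432 sEVs in THP-1 cells, and the genes at an adjusted P value under 0.05 between inhibitors and sEVs were 112 and 399. Set P values that changed direction were 0.794 for the NF-κB list and 0.898 for the fibrosis list with ΔmiR-192 sEVs in RCFs, 0.764 for the cholesterol list with the inhibitors in RCFs and 0.787 for the NF-κB list with ΔmiR-432 sEVs in THP-1 cells. For RCF ΔmiR-432 sEV versus CTR sEV, fibrosis list, it was 0.0683. On the distances, the values were −0.61 for the nearer sEV group in RCFs, −0.28 for the gap and 0.27 for the nearer sEV group in THP-1 cells. The log2 fold changes that reversed were *Tlr4* in RCFs with ΔmiR-192 sEVs at 0.64, and *TLR4* at 0.25, *RCOR1* at 0.38 and *NES* at 0.59 with ΔmiR-432 sEVs in THP-1 cells. The libraries added lie far from the others in their distances.

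Without a filter on low counts, the genes by the study criteria were 228 and 247 in RCFs and 358 and 400 in THP-1 cells for ΔmiR-192 and ΔmiR-432 sEVs, and those at an adjusted P value under 0.05 were 11 and 79 in RCFs, 2 and 2 in THP-1 cells, and 30 in RCFs and 6 in THP-1 cells for CTR sEV against no treatment. The cholesterol list with the inhibitors in RCFs had a set P value of 0.00288, and the gap in THP-1 cells was −0.45. This alternative tests more genes of low count. With filterByExpr, THP-1 cells had 102 and 141 genes by the study criteria, and CTR sEV against no treatment in RCFs had 1 gene at an adjusted P value under 0.05.

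With DESeq2, the genes by the study criteria were 30 and 34 in RCFs and 31 and 48 in THP-1 cells, and CTR sEV against no treatment in RCFs had 2 genes at an adjusted P value under 0.05. With only the compared groups in the model, 370 genes had an adjusted P value under 0.05 with ΔmiR-192 sEVs and 933 with the inhibitors in RCFs, 1 with ΔmiR-192 sEVs and 8 with ΔmiR-432 sEVs in THP-1 cells, and 3 for CTR sEV against no treatment in THP-1 cells, and for RCF ΔmiR-432 sEV versus CTR sEV, fibrosis list, the set P value was 0.0544. The exact test gave 4 genes for CTR sEV against no treatment in RCFs. Chosen after the data were seen, the exact test with only the compared groups gave 392 and 46 genes at an adjusted P value under 0.05 in RCFs and 4 and 11 in THP-1 cells. These models estimate the spread from fewer libraries, and the main model shares it over all 6 groups. Which of them gives the truer spread was not tested.

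RLE size factors gave a set P value of 0.0535 for the fibrosis list with ΔmiR-432 sEVs. With an estimated correlation the values of that list were 0.151 with ΔmiR-192 sEVs and 0.352 with ΔmiR-432 sEVs, and with fry 0.0906 and 0.289. The fry value was 0.00774 for the interferon list with the inhibitors in RCFs and 0.0668 for the interferon list of CTR sEV against no treatment in THP-1 cells. With replicate number as a block, the NF-κB list with ΔmiR-432 sEVs in THP-1 cells changed direction, with a set P value of 0.497. With 100 genes in the distances, the gap was −0.69 in RCFs and 0.48 in THP-1 cells and the difference of distances 0.15 in RCFs. With 2000 genes the gap in THP-1 cells was 0.29, and with a common set of genes 0.35.

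Leaving out each library in turn gave these ranges. In RCFs the genes by the study criteria with ΔmiR-432 sEVs were 48 to 143 (the highest without ΔmiR-432 sEV replicate 3) and at an adjusted P value under 0.05 they were 0 to 21 (the same library). CTR sEV against no treatment gave 0 to 22 genes (without no treatment replicate 2), and the inhibitors 389 to 609 (lowest without miR-192-5p inhibitor replicate 1). The set P values in RCFs were 0.0158 to 0.409 for fibrosis with ΔmiR-432 sEVs (without CTR sEV replicate 3, and 0.200 without ΔmiR-432 sEV replicate 3), 0.0118 to 0.148 for cholesterol with the inhibitors (lowest without CTR sEV replicate 3), 0.230 to 0.770 for NF-κB with ΔmiR-192 sEVs, 0.620 to 0.996 for the miR-192-5p targets and 0.506 to 0.949 for smoothened signaling. The direction changed without CTR sEV replicate 3 for NF-κB (0.770) and for RCF ΔmiR-432 sEV versus CTR sEV, smoothened signaling list (0.828), and without CTR sEV replicate 1 for the targets (0.952). The gap in RCFs was −0.35 to −0.061 (without ΔmiR-192 sEV replicate 1).

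In THP-1 cells, the genes by the study criteria with ΔmiR-192 sEVs were 69 to 84. The gap was 0.38 to 0.45. The set P values were 0.0570 to 0.896 for NF-κB with ΔmiR-192 sEVs (direction changed without ΔmiR-192 sEV replicate 3, 0.774), 0.524 to 0.998 for NF-κB with ΔmiR-432 sEVs (changed without CTR sEV replicates 2 and 3, 0.998 and 0.686), and 0.00170 to 0.646 for interferon with the inhibitors (lowest without miR-192-5p inhibitor replicate 2, changed without replicate 3, 0.333). Among the named genes the log2 fold changes ranged, in RCFs, from −0.21 to 0.27 for *Tlr4* with ΔmiR-192 sEVs, from −0.48 to 0.00077 for *Tlr4* and from −0.067 to 0.085 for *Rcor1* with ΔmiR-432 sEVs, and in THP-1 cells from −0.067 to 0.049 for *RCOR1* and −0.39 to 0.0078 for *NES* with ΔmiR-192 sEVs, and from −0.26 to 0.074 for *TLR4* and −0.32 to 0.077 for *NES* with ΔmiR-432 sEVs. Leaving out 1 of the 2 ΔmiR-192 sEV libraries in RCFs or of the 2 ΔmiR-432 sEV libraries in THP-1 cells was not run, since 1 library would remain. *IL6* in THP-1 cells and *Nes* in RCFs have no values under the alternatives because the filter on low counts removed them, and their at most 13 and 15 counts in any library limit what could be measured.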

Differences from the paper's values

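In this part only the share of the genes that counts both comparisons over every gene of the table was chosen after the values were seen. In THP-1 cells, 0.774% of the genes tested met the study criteria with ΔmiR-432 sEVs, against the paper's ~0.5% of genes, for which the paper names no denominator. Of the alternatives set before the data were examined, DESeq2 at 0.408% and the model with replicate number as a block at 0.723% lay within 1.5 times the paper's value. All 18 libraries at 1.92%, RLE size factors at 0.765%, filterByExpr at 1.09%, no filter at 1.61%, only the compared groups at 0.935%, the exact test at 0.791% and the fits that each left out 1 library at 0.808% to 0.995% did not. Chosen after the values were seen, both counts added over the 27971 genes of the table make 0.504%.

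The paper's counts of differentially expressed genes in THP-1 cells, 50 and 91, equal the values here. In RCFs the paper's 55 and 70 stand against 56 and 71, and no alternative run gave exactly 55 or 70. The exact test that the paper names gave 58 and 76 in RCFs and 51 and 93 in THP-1 cells.

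The paper states that the sEV-treated and inhibitor-treated RCFs part along the first dimension. Here their ranges on it overlapped, with a gap of −0.30, and no alternative that was run gave a gap above 0 in RCFs. The first dimension minus the second, a combination chosen after the positions were seen, does part them in the 17 libraries. The paper places CTR sEV nearest to ΔmiR-192 sEV among the RCF groups. The distances here were taken between libraries over the genes that differ most, and not in the plane of the plot. They were 0.800 to ΔmiR-192 sEV, 0.822 to no treatment and 0.852 to ΔmiR-432 sEV. The SD over pairs was 0.075 for no treatment, and with all 18 libraries CTR sEV lay nearer to ΔmiR-432 sEV.

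The paper finds NF-κB signaling among the genes higher with ΔmiR-192 sEVs in RCFs and smoothened signaling among those higher with ΔmiR-432 sEVs. Of the 23 and 22 higher genes, 0 were on the lists used here for these 2 pathways, which are not the term lists of the paper. Only 32 and 30 of the 9193 genes tested were on these lists. An overlap of 0 would most often come by chance, so it decides nothing about the paper's terms. From quantitative PCR, the paper reports lower *Col1a1* with ΔmiR-432 sEVs than with CTR sEVs. The RNA-seq log2 fold change was 0.12 (standard error 0.05, edgeR adjusted P = 0.515). The paper also reports lower *IL-6* with ΔmiR-192 sEVs in THP-1 cells. In RNA-seq *IL6* had at most 13 counts in any THP-1 library and was removed by the filter. Its level was 1.25 cpm with ΔmiR-192 sEVs, 1.34 cpm with CTR sEVs and 1.86 cpm with no treatment.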

Other observations

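The tests of the 10 splits of each comparison, apart from that for the NF-κB list with ΔmiR-432 sEVs in RCFs, and the tests by simulation, of reads outside genes, of differences between libraries and of the cytokine were chosen only after the result was seen.

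Of the 10 splits of the libraries of each comparison, as many genes met the study criteria in 4 for ΔmiR-192 sEVs and 3 for ΔmiR-432 sEVs in RCFs, and in 9 and 1 in THP-1 cells. As many genes had an unadjusted P value under 0.05 in 1 and 2 splits in RCFs. For the lists, as large a result came in 1 split for NF-κB, 3 for fibrosis and 8 for smoothened signaling with ΔmiR-432 sEVs in RCFs, and in 7 for NF-κB and 5 for the miR-192-5p targets with ΔmiR-192 sEVs in THP-1 cells. With 10 splits the share is never under 0.1, so chance cannot be told apart from the treatment for these. The splits say nothing of a count of 0 genes at an adjusted P value under 0.05, since each of the 10 splits must give at least 0. This holds for ΔmiR-432 sEVs and for CTR sEV against no treatment in RCFs, with 783 and 567 genes at an unadjusted P value under 0.05, and for ΔmiR-192 sEVs and for CTR sEV against no treatment in THP-1 cells, with 422 and 476.

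Of 60 splits, 9 gave as large a result for the interferon list and 26 for the cholesterol list between inhibitors and sEVs in RCFs, and 49 for the interferon list in THP-1 cells, so chance division of the libraries remains open there.

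Counting noise and replicate spread with no changed gene gave at least as many genes by the study criteria as observed in 39 of 40 simulations for ΔmiR-192 sEVs and 0 of 40 for ΔmiR-432 sEVs in RCFs, and in 40 and 16 of 40 in THP-1 cells. The medians were 65.5 and 46.5 genes in RCFs and 65.5 with ΔmiR-192 sEVs in THP-1 cells, the simulations with ΔmiR-432 sEVs in THP-1 cells gave 67 to 108, and for ΔmiR-432 sEVs in RCFs the highest was 67. Noise alone may account for the numbers in 3 of the comparisons. For ΔmiR-432 sEVs in RCFs only noise as simulated is argued against. Other splits of the libraries of that comparison reached 86 genes by the study criteria and 907 at an unadjusted P value under 0.05. A difference between libraries other than the treatment therefore stays open there. In RCFs the 891 and 783 genes at an unadjusted P value under 0.05 exceeded the highest simulated numbers of 519 and 495. In THP-1 cells 422 and 589 lay at or under the highest of 628 and 627.

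In the library the paper excluded from RCFs, genes of olfactory, vomeronasal and taste receptors, taken as silent in these cells, took 173 cpm (exact 95% interval 158 to 189), against 54.8 to 88 cpm in the other 17 libraries, 1.97 times the highest of them. A candidate explanation for its 74.2% of counts outside genes is genomic DNA in the library. In THP-1 cells the share was 44.5 cpm (38.7 to 50.9) against 12.9 to 36.7, a ratio of 1.21, and genomic DNA cannot be told apart from other reasons there. No biological explanation was tested.

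In RCFs the log2 fold changes with ΔmiR-192 sEVs followed the deviation of no treatment replicate 3 from its group across 9193 genes, with a Pearson correlation of 0.333. For the 9 libraries outside the comparison the correlations were −0.298 to 0.333, and for ΔmiR-432 sEVs −0.105 to 0.131. In THP-1 cells they were −0.0906 to 0.0638 and −0.106 to 0.131. A difference between libraries other than the treatment cannot be told apart from the treatment with 2 ΔmiR-192 sEV libraries.

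Between CTR sEV and no treatment, the fibrosis genes had a median log2 fold change of 0.021 in RCFs and the NF-κB response genes −0.0026 in THP-1 cells. The upper 95% limit of the log2 fold change lay under the fold change of the study criteria for 38 of the 39 fibrosis genes tested and for 47 of the 48 NF-κB response genes, so a net rise of that size in most of these genes, from a cytokine given to the CTR sEV libraries only, is argued against. The paper's text does not say whether the no-treatment cells received the cytokine. A smaller rise, and a response to the cytokine offset by the sEVs given with it, were not tested and stay open.

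Seed matches of the miRNAs were compared in THP-1 transcripts, where lower miRNA activity would raise the genes with a match. With ΔmiR-192 sEVs the adjusted difference for miR-192-5p matches was −0.00304 (811 of 10616 genes, 630 shuffled heptamers, permutation P = 0.644), and with ΔmiR-432 sEVs that for miR-432-5p matches was 0.00694 (1339 genes, 420 heptamers, permutation P = 0.374). Between the 2 inhibitors it was 0.00322 for miR-192-5p matches (permutation P = 0.313) and 0.000628 for miR-432-5p matches (permutation P = 0.438). For comparison, 95% of the shuffled heptamers lay within 0.0128, 0.0230, 0.0137 and −0.0163 in the direction sought. A simulated shift of 0.1 was found in each comparison, so less action of the miRNAs on seed matches is argued against at that size. Smaller shifts were not simulated and stay open.

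In THP-1 cells the interferon response genes were higher with CTR sEVs than with no treatment, with a median log2 fold change of 0.25, 36 higher and 5 lower (camera, adjusted P = 3.2e-14 over 108 set tests with limma; fry 0.225; estimated correlation 0.134), and 1 of 10 splits gave as large a result. With ΔmiR-432 sEVs against CTR sEVs their median was −0.24, with 7 higher and 34 lower (camera, adjusted P = 1.5e-06 with limma; fry 0.407; estimated correlation 0.407). In RCFs the NF-κB response genes had a median of −0.10 with ΔmiR-432 sEVs, with 7 higher and 25 lower (camera, adjusted P = 7.3e-04 with limma; fry 0.0234; estimated correlation 0.0462), and the cholesterol biosynthesis genes −0.11 with ΔmiR-192 sEVs, with 4 higher and 21 lower (camera, adjusted P = 1.1e-04 with limma; fry 0.121; estimated correlation 0.281).

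For genes measured by quantitative PCR in the paper, RNA-seq log2 fold changes against CTR sEVs were computed in RCFs. With ΔmiR-192 sEVs and ΔmiR-432 sEVs they were 0.03 and 0.17 for *Col3a1* and −0.17 and −0.04 for *Ctgf*. That of *Col1a1* with ΔmiR-192 sEVs was 0.09. With the excluded library added, those with ΔmiR-192 sEVs were 0.61 for *Col1a1*, 0.20 for *Col3a1* and −0.27 for *Ctgf*. The paper also reports lower levels of these genes than in cells without sEVs. Whether the no-treatment cells here received TGF-β is not stated. Against them the values were 0.02 and 0.05 for *Col1a1*, 0.05 and 0.18 for *Col3a1* and −0.09 and 0.04 for *Ctgf*. *Col1a2* is listed at 0 counts in the 17 RCF libraries used and at 1 count in the excluded one. Whether reads of this gene were left uncounted by the annotation was not tested, so the 0 is not read as absence of expression. In THP-1 cells *CXCL8* had 0.13 and −0.05 against CTR sEVs, the latter −0.11 with the excluded library added. Against no treatment it had 0.15 and −0.03.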
